# Transcriptome and biomineralization responses of the pearl oyster *Pinctada fucata* to elevated CO_2_ and temperature

**DOI:** 10.1038/srep18943

**Published:** 2016-01-06

**Authors:** Shiguo Li, Chuang Liu, Jingliang Huang, Yangjia Liu, Shuwen Zhang, Guilan Zheng, Liping Xie, Rongqing Zhang

## Abstract

Ocean acidification and global warming have been shown to significantly affect the physiological performances of marine calcifiers; however, the underlying mechanisms remain poorly understood. In this study, the transcriptome and biomineralization responses of *Pinctada fucata* to elevated CO_2_ (pH 7.8 and pH 7.5) and temperature (25 °C and 31 °C) are investigated. Increases in CO_2_ and temperature induced significant changes in gene expression, alkaline phosphatase activity, net calcification rates and relative calcium content, whereas no changes are observed in the shell ultrastructure. “Ion and acid-base regulation” related genes and “amino acid metabolism” pathway respond to the elevated CO_2_ (pH 7.8), suggesting that *P. fucata* implements a compensatory acid-base mechanism to mitigate the effects of low pH. Additionally, “anti-oxidation”-related genes and “Toll-like receptor signaling”, “arachidonic acid metabolism”, “lysosome” and “other glycan degradation” pathways exhibited responses to elevated temperature (25 °C and 31 °C), suggesting that *P. fucata* utilizes anti-oxidative and lysosome strategies to alleviate the effects of temperature stress. These responses are energy-consuming processes, which can lead to a decrease in biomineralization capacity. This study therefore is important for understanding the mechanisms by which pearl oysters respond to changing environments and predicting the effects of global climate change on pearl aquaculture.

Ocean acidification (OA) and ocean warming are direct consequences of the increasing carbon dioxide (CO_2_) levels and increasing surface temperatures of the world’s oceans^1^. Increases in CO_2_ levels alter the seawater carbonate system, including dissolved inorganic carbon (DIC, the sum of the solution concentrations of CO_2_ plus carbonic acid [H_2_CO_3_], bicarbonate ions [HCO_3_^–^], and carbonate ions [CO_3_^2–^]), resulting in changes in seawater pH levels. Since the industrial revolution, the mean pH level of seawater has declined by an average of 0.1 units owing to uptake of CO_2_, and the ocean system is predicted to experience a further decrease in pH of 0.3–0.5 units by 2100 and 0.7 units by 2300. Concomitantly, the average seawater surface temperature is predicted to increase by 1.8–6.4 °C by 2100, with a further increase of 2–3 °C by 2300^2^. These predicted changes will likely have adverse effects on the function, structure and fitness of marine ecosystems^1^,^3^,^4^. Indeed, seasonal changes in seawater CO_2_ concentration and temperature induced by the upwelling of CO_2_-enriched seawater or extreme climate events enhance the effects of ocean acidification and warming on marine organisms^5^,^6^.

As the dominant organisms in marine ecosystems, marine calcifiers are vulnerable to OA because of their weak acid-base regulation ability, which especially affects the biomineralization process^7^; in these species, biomineralization (also termed biocalcification) is the key physiological process for producing calcium carbonate (CaCO_3_). It has been shown that OA can lead to decalcification of the shell and skeleton of marine calcifiers^8^,^9^, and ocean warming also has marked effects on biocalcification^10^. Importantly, the impacts of these stressors on biomineralization have significant functional and ecological implications because of the defensive functions of calcified tissues in marine ecosystems.

The pearl oyster *Pinctada fucata* (also named *P. martensii*), an economically and ecologically important marine calcifier, is one of the best studied species with respect to biomineralization processes during pearl and shell formation^11^,^12^. Along the coast of the South China Sea (SCS), the pH and temperature of the surface seawater fluctuate from a minimum of 8.1 and 19 °C in winter to a maximum of 7.6 and 30 °C in summer^13^,^14^, and the large fluctuations in seawater pH and temperature in this area impose demands on the ability of pearl oysters to adapt to these changes^15^. Although wide-ranging effects of OA and ocean warming on the physiological performances of marine calcifiers, including pearl oysters, have previously been demonstrated^10^,^16^,^17^,^18^,^19^,^20^, it remains unclear how pearl oysters can adapt to large-scale, rapid changes in pH and temperature that are likely to be associated with near-future ocean acidification and warming. Thus, there is a critical need for a comprehensive understanding of the strategies used by pearl oysters to adapt to these changes. Transcriptome analysis is an excellent approach for investigating the responses of marine organisms to environmental changes^21^, and abundant transcriptome information about *P. fucata*, which can be used in our study, has been reported^22^,^23^ in recent years.

The aims of this study were to elucidate the potential molecular/cellular mechanisms underlying the physiological responses of *P. fucata* to rapid temperature and pH stress and to examine the effects of these stressors on biomineralization. A microarray-based approach was used to investigate the transcriptome responses of *P. fucata* to elevated CO_2_ and temperature, and the effects of these stressors on biomineralization were analyzed by measuring the alkaline phosphatase activity, the net calcification rate and the calcium content and by observing the shell ultrastructure. The mantle was selected as the test sample because it is the organ responsible for sensory functions, accessory respiration and biomineralization in pearl oysters^24^, organisms that have the ability to discriminate among and defend against unfavorable seawater environments. Because this study focuses on the responses of *P. fucata* to changing seawater environments, the imposed stressors mimic the fluctuations of pH and temperature in the SCS (pH 7.8, pH 7.5, 25 °C and 31 °C), such that the levels are equivalent to the predictions for OA and warming for the years 2100 and 2300.

## Results

### Biomineralization of the shell

In Fig. 1a,b, the alkaline phosphatase (ALP) activity in the control shows no significant difference between the 0 time point and each experimental time point (*p* > 0.05). At the 72 h time point, the ALP activities decrease by 71.94% in P78 and 82.53% in P75 (from 17.14 nmol pNP•min^−1^•mg^−1^ to 4.8 nmol pNP•min^−1^•mg^−1^ and from 17.14 nmol pNP•min^−1^•mg^−1^ to 2.91 nmol pNP•min^−1^•mg^−1^, respectively) compared with that of the control (*p* < 0.05). Although the temperature stress in T25 at 48 h and 72 h does not affect the ALP activities compared with the control (from 16.58 nmol pNP•min^−1^•mg^−1^ to 15.63 nmol pNP•min^−1^•mg^−1^ and from 17.24 nmol pNP•min^−1^•mg^−1^ to 16.04 nmol pNP•min^−1^•mg^−1^, respectively), the ALP activity decreases by 42.66% at 48 h and 66.31% at 72 h in T31 (from 16.58 nmol pNP•min^−1^•mg^−1^ to 9.45 nmol pNP•min^−1^•mg^−1^ and from 17.24 nmol pNP•min^−1^•mg^−1^ to 5.86 nmol pNP•min^−1^•mg^−1^, respectively, *p* < 0.05).

The net calcification rate (NCR) in P78 reduces by 83.12% at 24 h, 95.26% at 48 h and 102.28% at 72 h compared with the control at the corresponding time points. For P75, the NCR decreases by 85.07% at 24 h, 126.67% at 48 h and 129.71% at 72 h (*p* < 0.05, Fig. 1c). As shown in Fig. 1d, temperature stress in T25 causes the NCR to increase by 0.64% at 24 h and 8.28% at 48 h and decrease by 3.13% at 72 h compared with the control at the corresponding time points (*p* < 0.05). Additionally, the NCR reduces by 12.54% at 24 h, 47.54% at 48 h and 80.54% at 72 h, in T31 compared with the control at the corresponding time points (*p* < 0.05).

Reduced pH (pH 7.8 in P78 and pH 7.5 in P75) has a significant negative effect on the relative calcium content on the surface of the shell (Fig. 2a). Similarly, the relative calcium content decreases with an increase in temperature from 19 °C to 25 °C in T25 and from 19 °C to 31 °C in T31 (Fig. 2b).

Normal stair-like growth patterns of aragonite on the nacreous layer and normal prism-like growth patterns of calcite on the prismatic layer are observed in the shells in the control group. With growth patterns similar to the control, CO_2_ and temperature do not result in significant changes in shell ultrastructure (Supplementary Fig. 1).

### Amino acid contents of the mantle tissue

In the mantle tissue, the exposure to pH7.8 leads to a significant increase in Phe and decrease in Gly content compared with the control (*p* < 0.05; Supplementary Table 1). Phe, Cys, Met and Ala are significantly increased in P75 at pH 7.5, whereas Tyr, Glu and Gly are decreased after this treatment compared with the control (*p* < 0.05). In contrast, exposure to 25 °C in T25 and 31 °C in T31 do not induce significant changes in amino acid content, and no significant changes in Arg, Asn and Gln after any of the treatments are found compared with the control.

### Transcriptomic analysis of the mantle tissue

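Gene expression in the mantle, the tissue that secretes the shell, was measured after 72 h of exposure with custom 1-colour Agilent microarrays. The arrays carried 58583 probes, 1 for each unigene, and a unigene is an assembled transcript sequence. According to the paper, each RNA sample was a pool of 3 oysters from 1 tank, and 3 arrays were made for each of 5 groups. The control was kept at 19 °C and pH 8.1, P78 and P75 at 19 °C and pH 7.8 or pH 7.5, and T25 and T31 at pH 8.1 and 25 °C or 31 °C. The paper gives 2 weeks of acclimation before the exposure, whereas the labels of the samples give 1 week. The authors read the spots with Agilent Feature Extraction, which subtracts the background within each array, and then shifted each array to its 75th percentile in GeneSpring. Here the background-subtracted signal of each spot was taken as log2, and control spots and spots marked as outliers were left out. Spots of the same probe were averaged, and the 75th percentile of each array was subtracted, which gives the normalized log2 values. The share of probes well above background was 78.6% to 89.5% on the control arrays (median 86.8%) and 76.1% to 87.4% on the T25 arrays (median 76.8%). It was 77.5% to 84.3% on the T31 arrays (median 82.2%), 63.2% to 81.3% on the P78 arrays (median 75%) and 74.6% to 82.0% on the P75 arrays (median 79.2%). In the control, T25, T31 and P78 groups, 2 arrays lay on slide 1 and 1 array on slide 2, whereas all 3 P75 arrays lay on slide 2. A pair of the P75 arrays differed by far less than other replicates, with a correlation of 0.987 across all probes and an SD of their differences of 0.515 on the log2 scale. The other 14 pairs of replicate arrays had correlations of 0.858 to 0.922 and SDs of 1.22 to 1.62. The mean of the near-identical pair was therefore counted as 1 sample, which leaves n = 2 for P75 and n = 3 for the other groups. Many fold changes that the paper lists under P78 have the size measured on the arrays labelled pH 7.5, and the reverse, so P78 and P75 name the groups as the arrays are labelled. Each treatment was compared with the control by limma in 1 fit over all 5 groups, and p-values were adjusted by the Benjamini-Hochberg method over the 58583 probes. A unigene was counted as a DEG at an adjusted p under 0.05 and a fold change over 2. A probe that was not well above background on any array of a group has only an upper limit there. Its change is given as at least N-fold, from the mean of the brighter group and a limit for the dimmer one. That limit is the mean over the arrays of the higher of the probe's own signal and the lowest signal among probes well above background. No fold is given where this ratio is under 1, and the number of arrays limits the precision of all values.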

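In the arrays labelled P78, 1411 DEGs were called against the control, of which 742 rose and 669 fell, and they made up 2.41% of the probes. The arrays labelled P75 gave 17 DEGs (14 up and 3 down, 0.029%), T25 gave 2 (1 up and 1 down, 0.00341%) and T31 gave 141 (44 up and 97 down, 0.241%). At an unadjusted p from limma, 9795, 5542, 4751 and 5731 unigenes passed for P78, P75, T25 and T31. The unpaired t-test with Benjamini-Hochberg adjustment, as the methods state, gave 24, 0, 0 and 5, the largest move of P78 as a ratio, and without the adjustment it gave 6931, 3949, 3286 and 3909. With normexp background correction the P78 DEGs were 2115 up and 877 down, and the median log2 fold change of all probes in P78 moved from 0.10 to 0.34, with shifts to 0.17 in P75 and 0.12 in T25, and the shift to the median of each array moved T31 to −0.06. Normexp gave 48 up and 19 down in P75, 19 up and 13 down in T25 and 132 up and 194 down in T31. Quantile normalization gave 20 up and 9 down in P75, 1 up and 2 down in T25 and 82 up and 159 down in T31. The shift to the median also gave 1 up and 2 down in T25. With 1 replicate left out, the number of DEGs ranged from 230 to 723 in P78, from 0 to 20 in P75, from 0 to 20 in T25 and from 35 to 119 in T31. For P75, 2 of these fits dropped 1 of the near-identical arrays and so kept both samples, and the others gave 0 to 11. The lowest P78 value came without control replicate 2. With the slide as a term of the fit, 1164, 0, 2 and 110 DEGs were called. All 3 P78 arrays lay on the same side of the 3 control arrays for 25.9% of probes, and the T25 and T31 arrays did so for 17.3% and 18.9%, where chance gives 10%. For the 2 samples of P75 this share was 32.3%, where chance gives 20%. With 10 possible splits of 3 arrays against 3, a test over splits cannot exclude chance for P78, T25 or T31 whatever their counts, and it was not run for P75. Set against each other by the same test, T31 and T25 differed in 335 unigenes (189 higher and 146 lower in T31), and 82 higher and 145 lower were called after the shift to the median. P78 and T31 differed in 1339 (626 higher and 713 lower in P78), which became 1178 and 663 with normexp and 795 and 416 after the shift to the median. P78 and T25 differed in 2 unigenes and P75 and P78 in 0 by limma, with 5439 at its unadjusted p and 3074 by the unadjusted t-test for the latter pair.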

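The called unigenes that fell most in each treatment, and lay below all controls in every replicate, are given by their identifiers, since the files do not pair these with gene names. In P78, Unigene6522 had a normalized log2 value of 1.04 ± 1 (SD, n = 3) in the control and was at least 57.3-fold lower, as it was well above background on no P78 array (adjusted p = 0.0145, limma). Its fitted log2 difference was −7.95 in P78. The falls in P75 (−8.44, adjusted p = 0.0819), T25 (−7.51, adjusted p = 0.112) and T31 (−7.26, adjusted p = 0.0528) were of similar size but not called. Unigene4691 changed from 1.86 ± 0.85 to −5.86 ± 2.15 (n = 3), a log2 fold change of −7.72 (SE 1.09, adjusted p = 0.00882), and 1 of the P78 arrays was well above background. With 1 replicate left out, Unigene6522 was called in 4 of 6 fits and Unigene4691 in all 6. In P75, Unigene46391 was at least 108-fold lower than its control value of 1.59 ± 0.91 (adjusted p = 0.0191), and Unigene41329 at least 8.13-fold lower than its −2.14 ± 0.99 (adjusted p = 0.0233). They were below all controls in both P75 samples and were called in 2 and 1 of the 4 fits with 1 sample left out. The single DEG that fell in T25, Unigene57289, with the probe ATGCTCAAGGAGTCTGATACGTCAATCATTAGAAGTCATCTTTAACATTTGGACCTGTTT, changed from 2.01 ± 0.74 to −3.61 ± 1.12 (n = 3). Its log2 fold change was −5.62 (SE 0.60, adjusted p = 0.0241), and it was called in 3 of 6 fits with 1 replicate left out. In T31, Unigene44153 changed from 2.94 ± 0.28 to −5.04 ± 1.93 (log2 fold change −7.98, SE 1.31, adjusted p = 0.0354), with 2 of 3 T31 arrays well above background, and was called in 1 of 6 such fits. It was also called in P78 (−6.16, SE 1.31, adjusted p = 0.0366). Unigene4112 changed from 1.49 ± 0.73 to −6.33 ± 1.63 (log2 fold change −7.82, SE 1.04, adjusted p = 0.0115), with 1 of 3 T31 arrays well above background, and was called in 3.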

A total of 5862, 6555, 3181 and 3730 differentially expressed unigenes (DEGs, *p* < 0.05 and change fold > 2) for P78, P75, T25 and T31 are identified from a microarray, accounting for 10.01%, 11.19%, 5.43% and 6.49% of the total genes, respectively (Supplementary Fig. 2a,b). 

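The grouping of the 15 arrays was measured over the 1510 unigenes called in at least 1 treatment. Arrays of the same group had a mean correlation of 0.952 and arrays of different groups of 0.791, a difference of 0.161. In 100000 permutations of the labels none gave a difference as large (one-sided permutation p = 1e-05, the smallest these can give). Average linkage clustering placed each of the 5 groups in a clade of its own. Because these unigenes were chosen for differing between the groups, the measure was repeated over all 58583 probes. There the within-group and between-group means were 0.902 and 0.879, a difference of 0.0229 (one-sided permutation p = 1e-05). Only P75 formed its own clade. Merging the near-identical P75 arrays gave 0.0173 over all probes (one-sided permutation p = 4e-05). The grouping over all probes was thus small but did not rest on a choice of unigenes. The unigenes called by the unadjusted t-test gave 0.0802, whereas 100 shuffles of the labels, each with unigenes chosen anew, gave 0.037 to 0.0742. With the near-identical arrays merged, the real labels gave 0.0796 and the shuffles 0.0407 to 0.0844, with 3 of 100 as large as the real value. Rank correlation moved the value over the called unigenes to 0.154, and probes well above background on all arrays to 0.207. The step to all probes moved it most.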

Clustering analysis for the DEGs shows excellent repeatability and characteristic gene expression profiles for the different treatments (Supplementary Fig. 2c). The expression data obtained by microarray and real-time quantitative PCR (RT-qPCR) exhibited the same trend, with similar expression levels. Highly significant correlations (R^2^ = 0.9429 in P78, 0.8885 in P75, 0.9449 in T25 and 0.8399 T31) between the microarray and RT-qPCR results are obtained, confirming the reliability of the microarray results (Supplementary Table 2 and Supplementary Fig. 3).

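The fold changes that the paper measured by RT-qPCR for 14 unigenes were set beside the fold changes from the arrays of the same label, as signed folds. These correlations run across genes within a treatment, and genes are not independent replicates. For T25, Pearson's r was 0.922 (R2 = 0.851) and Spearman's rho 0.908, and all 14 unigenes had the same sign in both. Supplementary Table 2 gives nacrein array folds of −1.71 in T25 and −6.27 in T31, where the arrays here gave −6.27 in T25 and −1.71 in T31, and its RT-qPCR values were used as listed. For T31, r was 0.762 (R2 = 0.581) and rho 0.719, with 13 unigenes of the same sign. For P78, r was 0.679 (R2 = 0.461) and rho 0.815, with 12 of the same sign. For P75, r was 0.505 (R2 = 0.255) and rho 0.684, with 13 of the same sign. Over 100000 two-sided permutations, Pearson's p was 1e-05 in T25, the smallest these can give, 0.00215 in T31, 0.0181 in P78 and 0.0639 in P75. After Benjamini-Hochberg adjustment over the 4 treatments these became 4e-05, 0.0043, 0.0242 and 0.0639, and the permutation p of rho was 4e-05, 0.00521, 0.00059 and 0.00839. Without the pair of unigenes farthest from the median of the array values, r was 0.984 in T25, 0.603 in T31, 0.69 in P78 and 0.83 in P75. With normexp the r of P75 was 0.53 (permutation p = 0.0494), and it was the only 1 of the 4 to change its side of the threshold. Against arrays of the other label, each counted separately, R2 was 0.00389 for the RT-qPCR values listed under P78 and 0.766 for those under P75. The signs were the same for 11 and 13 of the 14 unigenes. Nacrein, with an array fold of −15.17 under P78 in the paper, was 15.2 on the arrays labelled P75. Its weight in the 0.00389 was not tested, so this value does not decide whether labels were exchanged. In the same way R2 was 0.437 for the T25 values against the T31 arrays, with 9 of the same sign. For the T31 values against the T25 arrays it was 0.618, above the value with their own, but 8 had the same sign, against 13 with their own. From the correlation between both methods, the paper concludes that the microarray results are reliable.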

Enrichment analyses indicate 29, 115, 56 and 67 DEGs are assigned to 1, 5, 3 and 2 over-represented pathways (*p* < 0.05) in P78, P75, T25 and T31, respectively (Fig. 3a, Supplementary Table 3). It is noteworthy that a total of 58.62% and 72.62% of the unigenes involved in the category “amino acid metabolism” are down-regulated in P78 and P75, respectively, suggesting a significant metabolic depression. The most representative pathway in P78 and P75 is “phenylalanine metabolism”. The “Toll-like receptor signaling pathway” in T25 and the “lysosome” and “other glycan degradation” pathways in T31 are activated, as assessed by unigene up-regulation, whereas the other pathways are suppressed by the four treatments (Supplementary Table 3).

The unigenes involved in the categories “ion and acid-base regulation”, “cell stress responses”, “apoptosis” and “cell division” are highlighted in this study (Fig. 3b, Supplementary Table 4). With regard to ion and acid-base regulation, few gene expression alterations are observed after the temperature treatments, whereas the expression levels of these genes are significantly up-regulated after the CO_2_ treatments, particularly for vacuolar type H^+^-ATPase (V-ATPase), sodium/potassium-transporting ATPase (NKA), sodium/hydrogen exchanger (NHE3/5), sodium/potassium/calcium exchanger (NCKX), anion/bicarbonate transporter family members (SLC26A3/4/6), chloride channel (CLC), voltage-dependent calcium channel (VDCC) and sarco-endoplasmic reticulum calcium transport ATPase (SERCA). 

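Supplementary Table 4 lists 34 unigenes for ion and acid-base regulation. In P78, 5 of them were called, all with higher expression, and limma called 0 in P75, T25 and T31. The numbers adjusted over the list alone, the 165 unigenes of the supplementary tables, were 14 up in P78, 6 up and 1 down in P75, 0 in T25 and 3 up in T31. The study chose this list on the same samples, so these numbers are not independent evidence. At limma's unadjusted p, which with the unadjusted test of the methods moved the P78 number most upwards, 16 were up in P78, 15 up and 3 down in P75, 5 up in T25 and 12 up in T31, while fits with 1 replicate left out called 0 to 2 in P78. Fits of the compared groups alone called 0 in P78 by limma, as did the adjusted test of the methods. In every treatment 27 of the 34 log2 fold changes lay above 0, and 26 to 28 did under the other scalings. V-ATPase, a proton pump, had 14 unigenes, all above 0 in P78 (13 with normexp) and in P75, and 12 and 11 of them were above 0 in T25 and T31. Their median log2 fold change was 1.39 in P78, 1.52 in P75, 0.40 in T25 and 0.76 in T31. Unigene18045, with the probe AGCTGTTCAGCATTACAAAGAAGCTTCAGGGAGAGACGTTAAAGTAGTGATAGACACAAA, changed most among the called ones, from −0.46 ± 1.07 (SD, n = 3) in the control to 2.19 ± 0.69 (n = 3) in P78. Its log2 fold change was 2.65 (SE 0.57, adjusted p = 0.0381), all 3 P78 arrays were above all controls, and 1 of 6 fits with 1 replicate left out called it. It was 2.78 (SE 0.64, adjusted p = 0.164) in P75, 1.66 (adjusted p = 0.366) in T25 and 1.67 (adjusted p = 0.287) in T31, and the difference between P78 and T31 was 0.97 (SE 0.57, adjusted p = 0.404). Of all listed ion unigenes, only the V-ATPase Unigene45050 differed between P78 and T31 (1.72, SE 0.37, adjusted p = 0.0396), and 0 differed between P78 and T25 by limma. NKA Unigene45960 rose by 1.41 (SE 0.40, adjusted p = 0.257) in P75 and by 1.31 (SE 0.36, adjusted p = 0.181) in T31, above all controls in every sample of both, and by 0.36 (adjusted p = 0.616) in P78. The other NKA unigene, Unigene21452, changed by −0.26 (SE 0.42, adjusted p = 0.774) in P78, −0.28 (SE 0.47, adjusted p = 0.889) in P75 and 1.36 (SE 0.42, adjusted p = 0.237) in T31, so 1 of 2 lay above 0 in P78 and P75 and both in T31. NHE3 Unigene28257 rose by 2.29 (SE 0.84, adjusted p = 0.161) in P78, 2.51 (adjusted p = 0.385) in P75 and 2.96 (adjusted p = 0.265) in T25, above all controls in every sample. The 3 NCKX unigenes lay above 0 in P78, P75 and T25 under every scaling. The 3 SLC26A unigenes lay below 0 in P78, P75 and T25 and above 0 in T31, also under every scaling. CLC Unigene31603 was well above background on 1 control array and no P78 array, so no fold is given in P78, and the change was not called in P75 (adjusted p = 0.451).

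**Figure D1:**
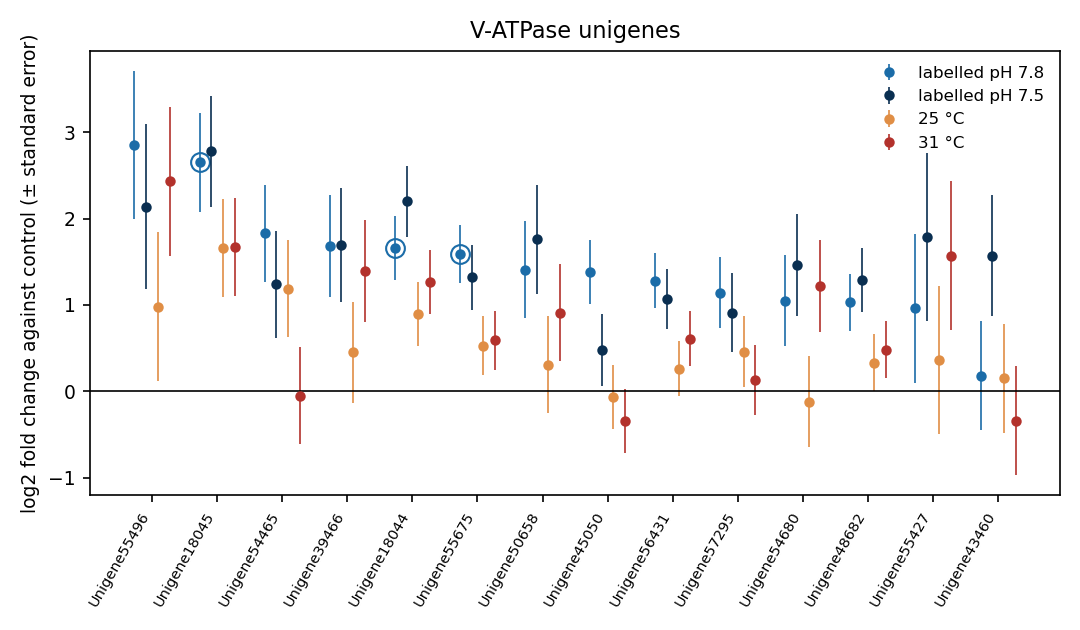
Log2 fold change against the control (vertical axis, normalized log2 units) of the 14 V-ATPase unigenes in P78, P75, T25 and T31, with bars showing the SE from limma and rings marking the 3 DEGs of P78. All 14 points lie above 0 in P78 (13 with normexp background correction) and P75, with 12 above 0 in T25 and 11 in T31.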

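NBC was represented by 5 unigenes and AE2 by 2. Limma called 0 of these 7 in any treatment, and at its unadjusted p 1 NBC unigene passed in T31. The NBC log2 fold changes ranged from −0.21 to 0.87 in P78, from −0.55 to 0.99 in P75, from 0.09 to 0.47 in T25 and from −0.39 to 1.01 in T31. The 2 AE2 unigenes, Unigene33183 and Unigene34921, had −0.19 and 0.90 in P78, 0.51 and −0.77 in P75, 0.13 and 0.38 in T25, and 1.85 and 1.55 in T31.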

The expression levels of a sodium bicarbonate cotransporter (NBC1/3) and anion exchanger (AE2) do not show significant differences. 

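The 7 unigenes of HSP70 had log2 fold changes above 0 for 6 of them in each treatment (7 in T25 with normexp), and 1 was called, in P78. This was Unigene12509, annotated as heat shock 70 kDa protein 12A, which changed from −4.99 ± 0.68 (SD, n = 3, 2 arrays well above background) to −1.88 ± 0.17 (n = 3) in P78. Its log2 fold change was 3.11 (SE 0.46, adjusted p = 0.00986, limma), all 3 arrays were above all controls, and all 6 fits with 1 replicate left out called it. Unigene27527, a 12B form, rose from −2.21 ± 0.65 by 1.53 (SE 0.44, adjusted p = 0.091) in P78, by 1.68 (SE 0.49, adjusted p = 0.272) in P75 and by 0.98 (SE 0.44, adjusted p = 0.429) in T31. It lay above all controls in 3 of 3, 2 of 2 and 2 of 3 samples, and Unigene12509 was higher in P78 than in T31 by 2.65 (SE 0.46, adjusted p = 0.0174). Adjusted over the list alone, 3 HSP70 unigenes were up in P78, 1 in P75 and 0 in T25 and T31, and at limma's unadjusted p 3, 3, 2 and 0 were up.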

For the category of “cellular stress response”, the expression levels of heat shock protein 70 (HSP70), which is involved in the heat shock response, are up-regulated in response to the four treatments. In addition, the unigenes involved in “oxidation and anti-oxidation” are also up-regulated in response to increased temperature: these included cytochrome P450 (CYP) in T25 and T31, and glutathione S-transferase (GST) and glutathione peroxidase (GPO) in T25. 

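Among the 9 unigenes of CYP, 8 had log2 fold changes above 0 in T25 and 7 in T31 (8 with normexp), and 8 in P78 and 6 in P75 (8 after the shift to the median). Limma called 3 up in P78, 1 in T31 and 0 in P75 and T25. At its unadjusted p, 1 was up in P75 and 6 in T31, in P78 6 were up and 1 was down, and in T25 6 were up and 1 was down (Unigene21282, −1.80). Adjusted over the list alone, 6 were up and 1 was down in P78, and 1 was up in P75, 3 in T25 and 4 in T31. The CYP Unigene30368, annotated as cytochrome P450 3A4, has the probe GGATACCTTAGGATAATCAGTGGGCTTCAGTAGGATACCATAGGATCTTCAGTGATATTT. It changed from −5.09 ± 0.79 (SD, n = 3) in the control to −2.16 ± 0.51 in T31 and −3.14 ± 0.55 in T25 (n = 3 each). The log2 fold change was 2.93 in T31 (SE 0.51, adjusted p = 0.0471), 1.95 in T25 (SE 0.51, adjusted p = 0.234), 4.42 in P78 (SE 0.51, adjusted p = 0.00443) and 2.37 in P75 (SE 0.57, adjusted p = 0.181). Every sample of each treatment was above all controls. The T31 call was lost in all 6 fits with 1 replicate left out, where the change stayed between 2.63 and 3.38, and the P78 call was kept in all 6. Unigene3085, a 2D14 form, changed from −0.93 ± 1.33 to 2.68 ± 0.28 in T25 (log2 fold change 3.61, SE 0.59, adjusted p = 0.0951), above all controls on 3 of 3 arrays. GST Unigene25932 rose in T25 from 1.74 ± 0.18 to 3.02 ± 0.23, by 1.29 (SE 0.40, adjusted p = 0.307), and GPO Unigene56029 from −3.03 ± 0.59 to −1.72 ± 0.34, by 1.31 (SE 0.51, adjusted p = 0.435). Both lay above all controls on 3 of 3 arrays. The other GST unigenes changed in T25 by −1.62 (Unigene27390, SE 0.65, adjusted p = 0.45, below all controls on 3 of 3 arrays) and −0.87 (Unigene48669, SE 0.60, adjusted p = 0.707, below all controls on 0), and 1 of the 3 GST unigenes lay above 0 in T25 under each scaling. Those 2 fell in P78, GST1 Unigene27390 by 2.78 (SE 0.65, adjusted p = 0.0484) and GSTM5 Unigene48669 by 2.68 (SE 0.60, adjusted p = 0.0427), below all controls on all 3 arrays. They were called in 0 and 1 of the 6 fits with 1 replicate left out.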

The gene expression patterns indicate that cell apoptosis might occur in T31. 

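Limma called 0 of the 10 unigenes listed for apoptosis in any treatment, and at an unadjusted p 2 were up in T31, 1 up and 2 down in T25, 1 up in P78 and 0 in P75. Adjusted over the list alone, 1 was up in P78, 1 in T25 and 0 in T31. Caspases, the proteases of apoptosis, had 9 unigenes, of which 3 lay above 0 in T31 and in T25 under every scaling. CAS8 Unigene7657 changed from −0.69 ± 0.9 (SD, n = 3) to 0.9 ± 0.28 in T31 (n = 3), a log2 fold change of 1.59 (SE 0.51, adjusted p = 0.257), with 3 of 3 arrays above all controls. CAS6 Unigene48126 changed from −2.59 ± 0.49 to −1.45 ± 0.59 in T31, by 1.14 (SE 0.42, adjusted p = 0.326), above all controls on 2 of 3 arrays, and by 1.70 (SE 0.42, adjusted p = 0.212) in T25, above them on 3 of 3.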

The “cell division”-related unigenes are unchanged in T25 and T31, although down-regulation is found in P78 and P75.

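The 25 unigenes listed for cell division had log2 fold changes below 0 for all 25 in P78 (24 with normexp) and P75, for 24 in T25 (22 with normexp) and for 16 in T31 (14 to 17 under the other scalings). Limma called 4 down in P78 and 0 in P75, T25 and T31. Adjusted over the list alone, 19 were down in P78, 3 in P75 and 0 in T25 and T31, and at limma's unadjusted p the numbers were 21, 7, 5 and 0. The study tabulates a fall for all 25 under P75, and that column mostly matches the arrays labelled P78. The common direction in P78 and these P78 numbers are therefore partly fixed by the list and are not independent evidence. With 1 replicate left out, 0 to 4 were called down in P78. The P75 log2 fold changes ranged from −1.54 to −0.48 with a median of −0.87. RFC Unigene50928 changed from −0.32 ± 0.38 (SD, n = 3) in the control to −2.41 ± 0.5 (n = 3) in P78, a log2 fold change of −2.09 (SE 0.40, adjusted p = 0.0252), and to −0.94 ± 0.18 (n = 2) in P75, −0.62 (SE 0.44, adjusted p = 0.691). NP58 Unigene22965 changed from −1.03 ± 0.2 to −2.87 ± 0.45 in P78 (−1.83, SE 0.32, adjusted p = 0.0186) and −1.87 ± 0.37 in P75 (−0.84, SE 0.36, adjusted p = 0.451). Both unigenes lay below all controls in every P78 and P75 sample, and their P78 calls held in 1 and 3 of 6 fits with 1 replicate left out. NP58 was also lower in P78 than in T31 (−2.10, SE 0.32, adjusted p = 0.0115), as were 4 other unigenes of the list, whereas limma called 0 of the list between P78 and T25.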

Unigenes [F0F1-type ATPase (F-ATPase), adenylate cyclase (AC), complex I (CI) and protein kinase A (PKA)] involved in “oxidative phosphorylation” (OP) are up-regulated in P78, but not in P75, suggesting a significant increase in ATP production (Supplementary Table 5). 

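Of the 16 unigenes listed for oxidative phosphorylation, limma called 1 up in P78 and 0 in P75, T25 and T31. Adjusted over the list alone, 4 were up and 2 down in P78 and 2 up in P75, and at its unadjusted p 4 were up and 2 down in P78, 4 up in P75, 1 down in T25 and 1 up and 1 down in T31. The 3 F-ATPase unigenes share their probes with entries listed as V-ATPase. The called one, Unigene55675, changed from 0.11 ± 0.24 (SD, n = 3) to 1.7 ± 0.43 (n = 3) in P78, by 1.59 (SE 0.34, adjusted p = 0.0358), and to 1.43 ± 0.01 (n = 2) in P75, by 1.32 (SE 0.38, adjusted p = 0.254). It lay above all controls in every sample of both, and 1 of 6 fits with 1 replicate left out called it in P78. PKA Unigene11258 changed from −0.67 ± 0.51 to 0.54 ± 0.29 in P75 (1.21, SE 0.48, adjusted p = 0.415), and AC Unigene44938 from −3.54 ± 0.61 to −2.22 ± 0.17 (1.33, SE 0.80, adjusted p = 0.622), both above all controls in 2 of 2 samples. In P78 these unigenes changed by 0.36 and 0.45. Of the 3 CI unigenes, 1 was above 0 and 2 were below 0 in both P78 and P75. The P78 and P75 values of these unigenes did not differ by limma (the lowest adjusted p over the 165 listed unigenes was 0.213).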

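Supplementary Table 5 lists 2 glycolysis unigenes, both below 0 in P78. K6PF Unigene56321, a phosphofructokinase, changed from −2.4 ± 0.09 (SD, n = 3) in the control to −5.39 ± 1.56 (n = 3, 1 array well above background) in P78. Its log2 fold change was −2.99 (SE 0.67, adjusted p = 0.0432, limma) with 3 of 3 arrays below all controls, and 1 of 6 fits with 1 replicate left out called it. In P75 it was −1.90 (SE 0.75, adjusted p = 0.415), below all controls in both samples. PKM Unigene36119, a pyruvate kinase, fell by 1.05 (SE 0.29, adjusted p = 0.0792) in P78, below all controls on 3 of 3 arrays. The 4 tricarboxylic acid cycle unigenes lay below 0 in all 4 treatments (1 of them above 0 with normexp in P78, P75 and T25), and limma called 0 of them. At its unadjusted p, 2 were down in P78, 2 in P75, 2 in T25 and 0 in T31. ODH Unigene8927, an oxoglutarate dehydrogenase, changed from −0.23 ± 0.37 to −1.49 ± 0.41 in P78 (−1.26, SE 0.38, adjusted p = 0.105) and to −2.59 ± 0.09 in P75 (n = 2; −2.36, SE 0.43, adjusted p = 0.1), below all controls in every sample.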

The expression levels of unigenes involved in “glycolysis” and the “tricarboxylic acid cycle” (TCA) indicate that glycolysis is suppressed and the TCA is activated in P78. Furthermore, unigenes involved in “fatty acid metabolism”, but not “glycerol metabolism”, are up-regulated in P78, suggesting accelerated fatty acid degradation.

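Of the 6 unigenes for fatty acid and glycerol metabolism, limma called 1 up in P78 and 0 in P75, T25 and T31. At its unadjusted p, 1 was up in P78, 4 were up and 1 down in P75, 1 was up in T25 and 2 in T31. The called unigene was the fatty acid ligase ACLS1 Unigene35140, which changed from −4.56 ± 0.49 (SD, n = 3) to −2.43 ± 0.53 (n = 3) in P78. Its log2 fold change was 2.13 (SE 0.45, adjusted p = 0.035) in P78 and 2.47 (SE 0.50, adjusted p = 0.125) in P75, above all controls in every sample, and 1 of 6 fits with 1 replicate left out called it in P78. LCAD Unigene24304, an acyl-CoA dehydrogenase, changed by 0.19 in P78 and by 1.68 (SE 0.52, adjusted p = 0.3) in P75, above all controls in 2 of 2 P75 samples. The glycerol kinase GK Unigene37408 changed by −1.35 (SE 0.55, adjusted p = 0.423) in P75, below all controls in both samples.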

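The 52 entries of Supplementary Table 6 match 50 unigenes on the arrays. Limma called 9 of the 50 (18%) in at least 1 treatment, 3 up and 6 down in P78, 0 in P75 and T25, and 2 down in T31. Adjusted over the list alone, 30 (60%) were called, and at limma's unadjusted p 40 (80%), the setting that moved this count most upwards. The unadjusted test of the methods with each array counted separately, chosen after seeing the data, called 34 (68%). The unadjusted numbers by limma were 11 up and 13 down in P78, 9 up and 7 down in P75, 1 up and 12 down in T25 and 2 up and 19 down in T31. Fits with 1 sample left out called 2 to 9 of the 50, and fits of the compared groups alone called 0. The unigenes called up in P78 were MG1 Unigene45540, SHE7 Unigene47407 and GAL Unigene56730. MG1 changed from 2.6 ± 1.05 (SD, n = 3) to 5.52 ± 0.37 (n = 3) in P78, a log2 fold change of 2.92 (SE 0.49, adjusted p = 0.0159), which all 6 fits with 1 replicate left out called. It rose by 3.29 (adjusted p = 0.0787) in P75, by 2.83 (adjusted p = 0.112) in T25 and by 2.60 (adjusted p = 0.0626) in T31, above all controls in every sample of the 4 treatments. EF Unigene50693 changed from 1.23 ± 0.09 to −0.17 ± 0.19 in P78 (−1.40, SE 0.32, adjusted p = 0.0449) and to −0.65 ± 0.07 in T31 (−1.88, SE 0.32, adjusted p = 0.041), below all controls on every array. Both EF calls were lost in all 6 fits with 1 replicate left out.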

To understand biomineralization responses, changes in 51 biomineralization-related unigenes from the microarray are analyzed separately (Fig. 4, Supplementary Table 6): 80.39% are differentially expressed in response to at least one treatment. Down-regulation of the unigenes encoding tyrosinase (TYR) in P75, T25 and T31 and up-regulation of tyrosinase-like proteins (TYRL1 and TYRL2) in P78 and P75 are observed. In addition, the expression levels of unigenes encoding chitin synthase (CHS), nacrein and carbonic anhydrase precursor (CA) are down-regulated, although CA12 isoform is not affected.

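Of the 4 TYR unigenes, 3 lay below 0 in P78 (4 under quantile normalization) and in P75, and all 4 in T25 and T31 under every scaling. Limma called 3 down in P78, 1 down in T31 and 0 in P75 and T25, where 0 and 3 were down at its unadjusted p. TYR Unigene38419 has the probe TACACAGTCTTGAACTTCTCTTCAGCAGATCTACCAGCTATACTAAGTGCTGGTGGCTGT and a control value of 4 ± 0.64 (SD, n = 3). It changed to 3.38 ± 0.07 (n = 2) in P75, a log2 fold change of −0.63 (SE 0.66, adjusted p = 0.803), with no sample below all controls. In T25 it changed to 1.96 ± 1.04 (n = 3; −2.04, SE 0.59, adjusted p = 0.275), in T31 to 0.68 ± 0.74 (n = 3; −3.32, SE 0.59, adjusted p = 0.0487) and in P78 to 1.19 ± 0.68 (n = 3; −2.81, SE 0.59, adjusted p = 0.0347). These arrays were all below all controls, and with 1 replicate left out the T31 call was lost in all 6 fits and the P78 call held in 2 of 6. All 5 TYRL unigenes lay above 0 in P78 and P75 (4 in P75 under quantile normalization), 4 in T25 and 1 in T31, and limma called 0 of them in any treatment. At its unadjusted p, 4 were up in P78, 2 up in P75, 0 in T25 and 1 down in T31. TYRL1 Unigene31962 rose from 2.41 ± 0.9 by 1.49 (SE 0.52, adjusted p = 0.147) in P78 and 1.18 (SE 0.59, adjusted p = 0.529) in P75, above all controls in 3 of 3 and 1 of 2 samples. TYRL2 Unigene58124 rose from 2.45 ± 0.67 by 1.83 (SE 0.66, adjusted p = 0.159) in P78 and 2.10 (SE 0.74, adjusted p = 0.361) in P75, above all controls in every sample. TYRL2 Unigene7580, at −3.43 ± 1.9 with 2 control arrays well above background, rose by 3.71 (SE 0.96, adjusted p = 0.067) in P78 and 3.65 (SE 1.08, adjusted p = 0.272) in P75, above all controls in every sample.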

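CHS Unigene1622, with the probe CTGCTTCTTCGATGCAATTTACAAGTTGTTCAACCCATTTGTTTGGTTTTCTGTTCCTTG, had a control value of −3.18 ± 0.55 (SD, n = 3). It changed to −5.99 ± 1.09 in P78 (n = 3, 1 array well above background), a log2 fold change of −2.81 (SE 0.81, adjusted p = 0.0907), below all controls on 3 of 3 arrays. In P75, where no array was well above background, it was at least 3.96-fold lower (adjusted p = 0.14), and in T31 it was −5.66 ± 1.42 (n = 3, 1 array well above background; −2.48, SE 0.81, adjusted p = 0.263), below all controls in every sample of both. In T25 it changed by −0.16 (SE 0.81, adjusted p = 0.977), which became 0.09 with normexp and 0.59 without T25 replicate 3. Nacrein Unigene54944 (NAC) varied widely, at −0.2 ± 2.76 (n = 3) in the control, −1.18 ± 4.24 (n = 3) in P78, 3.85 ± 0.53 (n = 2) in P75, −2.85 ± 0.21 in T25 and −0.97 ± 1.61 in T31. Its log2 fold changes of −0.98 (SE 1.81, adjusted p = 0.8), 4.05 (SE 2.02, adjusted p = 0.532), −2.65 (SE 1.81, adjusted p = 0.701) and −0.77 (SE 1.81, adjusted p = 0.922) were not called. Both P75 samples lay above all controls, and on the P78 arrays 1 lay above and 1 below them, while the changes in P78, T25 and T31 were smaller than the control SD. Those of P78 and T31 changed sign with single replicates left out, to 0.84 without P78 replicate 2 and 0.42 without control replicate 3. CA Unigene58009, with the probe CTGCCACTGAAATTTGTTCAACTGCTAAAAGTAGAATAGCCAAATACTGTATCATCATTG, was at −2.17 ± 0.94 (n = 3) in the control and at least 6.21-fold lower in P78 (adjusted p = 0.00507), below all controls on all 3 arrays and called in all 6 fits with 1 replicate left out. It changed to −5.73 ± 0.14 in P75 (n = 2, 1 array well above background; −3.57, SE 0.65, adjusted p = 0.1) and −4.82 ± 0.88 in T25 (n = 3; −2.65, SE 0.58, adjusted p = 0.162), below all controls in every sample. CA also differed between P78 and T31 (adjusted p = 0.00738), and its T31 change of −0.30 (SE 0.58, adjusted p = 0.901) became 0.08 without control replicate 3. CA12 Unigene58007 was at −4.36 ± 0.31 (n = 3) in the control and at least 1.36-fold lower in P78 (adjusted p = 0.316) and 1.85-fold lower in T31 (adjusted p = 0.256), below all controls on all arrays. It changed by −2.11 (SE 0.91, adjusted p = 0.49) in T25, below all controls on 3 of 3 arrays, and by −0.96 (SE 1.02, adjusted p = 0.805) in P75, which became 0.18 with normexp and 0.68 without P75 replicate 3.

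**Figure D2:**
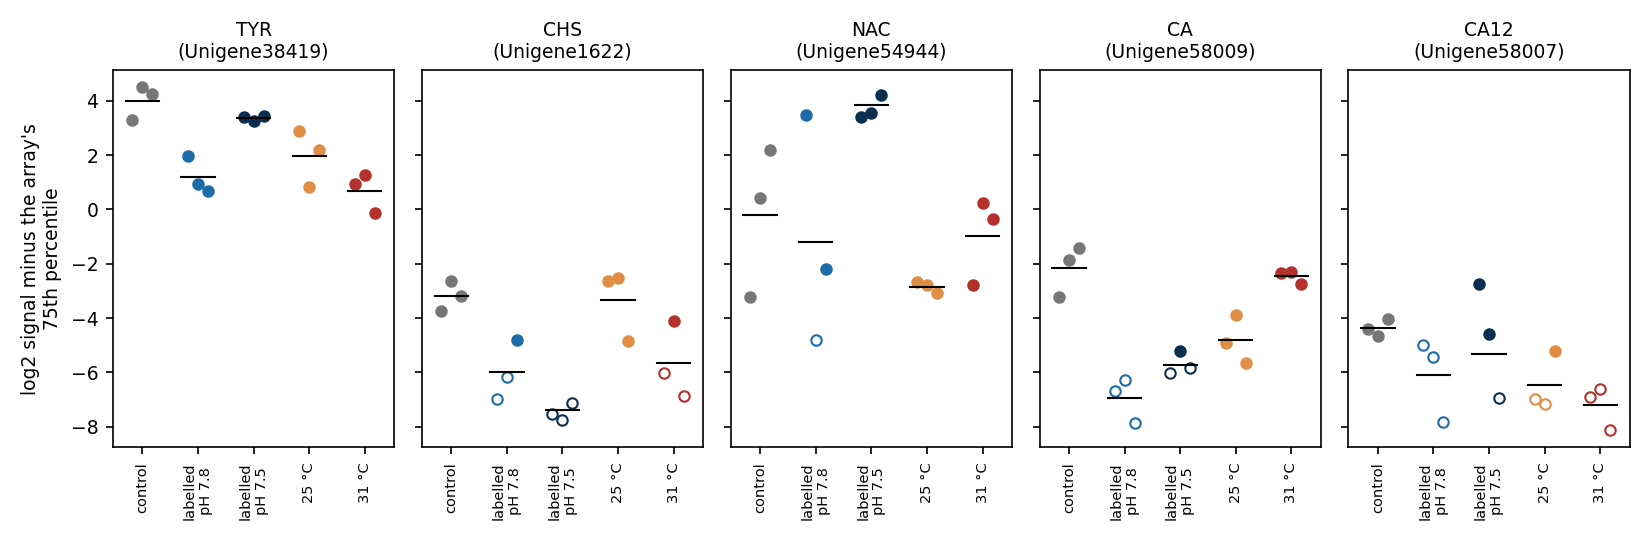
Normalized log2 values (vertical axis) of TYR Unigene38419, CHS, NAC, CA and CA12 on each array of the 5 groups, with open circles for arrays on which the probe was not well above background and lines for the mean over replicates, the near-identical pH 7.5 arrays counting as 1. CA lies below all controls on the P78, P75 and T25 arrays, whereas the NAC control arrays spread by an SD of 2.76.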

## Discussion

By comparing changes in the expression levels of genes involved in the categories “ion and acid-base regulation”, “cell stress responses”, “apoptosis” and “cell division”, the regulation of genes involved in “ion and acid-base regulation” emerges as the principal transcriptome response of adult *P. fucata* to CO_2_ stress. This finding is consistent with findings in sea urchins but not in corals^25^,^26^. Therefore, we hypothesize the specific mechanism involved in this response (Fig. 5a). 

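Of the other categories compared, the heat shock response has 8 listed unigenes, oxidation 9 and anti-oxidation 4. In P78, limma called 1 of the heat shock unigenes up, 3 of the oxidation unigenes up and 2 of the anti-oxidation unigenes down. In P75 it called 0 in each of these categories, and at its unadjusted p 3 heat shock unigenes and 1 oxidation unigene were up, with 1 anti-oxidation unigene up and 1 down. Adjusted over the list alone, 4 heat shock unigenes were up in P78 and 1 in P75, and 6 oxidation unigenes were up and 1 down in P78, with 1 up in P75. As shares of their unigenes, limma called 14.7% of ion and acid-base regulation, 16% of cell division and 0% of apoptosis in P78, beside 12.5% of the heat shock, 33.3% of the oxidation and 50% of the anti-oxidation unigenes. Over the list alone the 6 shares were 41.2%, 76%, 10%, 50%, 77.8% and 50%, and at the unadjusted p 47.1%, 84%, 10%, 50%, 77.8% and 50%. In P75 all 6 were 0%, over the list alone 20.6%, 12%, 0%, 12.5%, 11.1% and 0%, and at the unadjusted p 52.9%, 28%, 0%, 37.5%, 11.1% and 50%. The differences between categories were not tested. The study drew up these lists on the same samples. All 25 listed cell division unigenes carry a tabulated fall under P75, the column that mostly matches the arrays labelled P78. The ion list also holds NBC and AE2, which the paper gives as unchanged. The shares thus depend on how each list was made and cannot rank the categories. From the comparison of these categories, the paper concludes that ion and acid-base regulation is the main response of the transcriptome to CO_2_.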

Based on the results of functional studies in marine organisms and vertebrates, we propose that the homologs of genes involved in the response perform similar functions in the *P. fucata* mantle.

Carbonic anhydrases, which catalyzes CO_2_ and HCO_3_^−^ interconversion, appears to be sensitive to OA in marine calcifiers^27^. Indeed, the down-regulation of cytoplasmic CA and normal expression of membrane-associated CA12 in *P. fucata* are proposed to be responsible for preventing an excessive increase in intracellular HCO_3_^−^ and H^+^, and the down-regulation of apical SLC26As is responsible for impeding the outflow of HCO_3_^−^ to seawater^28^. Thus, redundant H^+^ might be excreted *via* apical V-ATPase or NHE3/5^29^. 

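The SLC26A family, transporters that exchange bicarbonate and other anions, had 3 unigenes on the arrays. SLC26A6 Unigene57555 changed from −0.96 ± 0.31 (SD, n = 3) in the control to −3.28 ± 0.31 (n = 2) in P75, a log2 fold change of −2.32 (SE 0.64, adjusted p = 0.243, limma). SLC26A4 Unigene51985 changed from −1.12 ± 0.26 to −3.22 ± 1.02 in P75 (−2.10, SE 0.68, adjusted p = 0.32), and SLC26A3 Unigene12089 was well above background on no P75 array and at least 1.44-fold lower (adjusted p = 0.348). All 3 lay below all controls in both P75 samples, and at limma's unadjusted p all 3 were down in P75 and 0 in P78. In T31, SLC26A6 rose by 1.33 (SE 0.57, adjusted p = 0.403) and SLC26A4 by 1.58 (SE 0.60, adjusted p = 0.345), above all controls on 2 and 3 of 3 arrays. Between P75 and T31 the SLC26A6 values differed by −3.65 (SE 0.64, adjusted p = 0.0603).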

HCO_3_^−^ is enriched in the interstitial fluid or hemolymph through basolateral CLCs, which are predicted to be located in the basolateral membrane of epithelial cells in crab gills and function in osmoregulation and acid-base regulation^30^. Moreover, significant permeability of CLC-5 and CLC-Kb to HCO_3_^−^ has been demonstrated^31^. These data support the predictive function of CLC in the mantle epithelium. Similar to the dissolution of shells under seawater acidification^32^, the accumulation of HCO_3_^−^ can neutralize the hypercapnia induced by elevated CO_2_. Increased NKA and NCKX abundance provides transmembrane gradients of Na^+^ and K^+^ for the exchangers, and Cl^−^ and K^+^ recycling might occur transcellularly *via* apical Cl^−^ and basolateral K^+^ channels. In addition, as described for crabs and sharks^30^,^33^, an AC-induced signaling pathway is proposed to stimulate the OP process, based on the up-regulation of AC, cAMP, PKA and CI, which trigger the supplemental energy required for acid-base regulation. However, unlike fish^34^, such energy supplementation might be fuelled by the breakdown of fatty acids but not amino acids or carbohydrates. Our data therefore do not support the hypothesis that metabolic depression is accompanied by suppression of ATP generation^25^ yet support the idea that metabolic depression occurs through the active suppression of metabolism.

In our model, *P. fucata* is able to compensate for the acid-base homeostasis disturbance caused by reduced pH at the level predicted for the year 2100 (~pH 7.8) *via* transmembrane movement of H^+^ and HCO_3_^−^. However, this regulation is not possible at ~pH 7.5, which is predicted for the year 2300, owing to insufficient compensation ability, suggesting that such stress will exceed the resistance thresholds of crucial physiological processes. The result indicates that such conditions might cause significant metabolic depression in pearl oysters, which is confirmed by the down-regulation of metabolism-related genes. In addition, the Phe, Cys, Met and Ala content is increased in the mantle of *P. fucata* exposed to higher CO_2_ levels, which is indicative of the metabolic depression of these amino acids. Overall, the changes in amino acid content support the gene expression results. Furthermore, physiological data on changes in metabolic rates in this species after exposure to acidified seawater support our conclusion^35^. In marine calcifiers, metabolic depression is considered to be a short-term strategy that allows the organism to tolerate seawater acidification^36^,^37^, by decreasing energy costs and metabolic CO_2_. By reducing amino acid metabolism, *P. fucata* maintains enough energy to satisfy its physiological needs, such as ion and acid-base homeostasis. Owing to the energy trade-off, the compensation for seawater acidification will affect the physiological performance of the oyster, including mantle cell division. Given that the mantle is an important organ responsible for predation, defense and biomineralization, these effects may have ecological and functional consequences for pearl oysters if they are tested over a longer period of time.

Previous studies have shown that *P. fucata* is resistant to heat stress^20^,^38^. The underlying strategy involved in this tolerance can be summarized from transcriptome changes. In this study, the expression of stress response-related genes is significantly affected by increased temperature. According to our results, and in contrast to *C. virginica*, in which stress levels play a relatively small role^39^, we hypothesize that the *P. fucata* response to temperature stress depends on the extent of the temperature rise (Fig. 5b).

Ocean warming is predicted to affect marine ecosystems at different levels of biological organization. Elevated temperature can enhance oxygen consumption in aquatic animals and therefore may rapidly produce reactive oxygen species (ROS), resulting in oxidative stress^40^. For a medium-level temperature (25 °C), the anti-oxidative system is used by pearl oysters to address oxidative damage; this is also the mechanism employed by the blue mussels *Mytilus trossulus* and *M. galloprovincialis* and the Pacific oyster *C. gigas*^41^,^42^, with genomic analyses revealing that the specific induction of HSP70 and its high level of expression are critical for *C. gigas* to adapt to highly stressful environments^42^. Similarly, HSP70 in *P. fucata* may play a central role in coping with temperature stress by eliminating the effects of ROS production^43^. This defense is further assisted by the up-regulation of antioxidant genes, such as GST and GPO^42^. The “arachidonic acid metabolism” pathway might also assist in the responses, suggesting potential feedback regulation for HSP70^44^. Furthermore, consistent with pathways found for *Chlamys farreri*^45^, it is reasonable to suggest that stimulation of the TLR pathway might increase the anti-oxidative capacity of *P. fucata*. Moreover, in the T31 condition of the current study, the “lysosome” pathway was initiated to reduce oxidative stress. With the enhancement of apoptosis capacity in mantle cells, HSP70 may have acted as a molecular chaperone that promotes the transport of proteins toward lysosomes^46^ or that stimulates lysosomal catabolism^47^ to clear away the damaged proteins and organelles produced by oxidative stress. The additional energy for this regulation might derive from the enhanced degradation of glycans. Through such regulation, pearl oysters can sustain mantle cell performance (e.g., cell division). Overall, the results indicate that *P. fucata* has an enhanced capacity to ameliorate temperature stress.

In fact, the daily and seasonal changes in pH and temperature in the natural seawater that pearl oysters inhabit are similar to what is predicted for the modifications in the near-further ocean. According to the results of short-term experiments, it could be proposed that *P. fucata* can resist the stress caused by rapid seawater changes by regulating its physiological status.

The transcriptome analysis in the present study also indicates that *P. fucata* biomineralization is sensitive to changes in pH and temperature. As biomineralization is thought to be an energetically costly process in marine invertebrates, the regulation implemented in response to increased CO_2_ and temperature is likely to suppress biomineralization by affecting energy-requiring transport steps^26^,^37^. During the biomineralization process, it has been hypothesized that inorganic carbon and calcium are first concentrated in mantle cells, producing amorphous calcium carbonate (ACC), and then enter specialized vesicles before being transported from the mantle to the biomineralization site *via* exocytosis^48^. 

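The calcium channel listed as VGCC (the VDCC of the text), Unigene26056, was well above background on 2 of the 3 control arrays and on no P78 or P75 array, and no fold is given. It was not called in either group (adjusted p = 0.622 in P78 and 0.53 in P75, limma). SERCA Unigene58450, a calcium pump of the endoplasmic reticulum, changed from −3.92 ± 0.18 (SD, n = 3) in the control to −2.74 ± 0.23 (n = 3) in P78, a log2 fold change of 1.18 (SE 0.40, adjusted p = 0.132). In P75 it was −3.78 ± 1.13 (n = 2; 0.14, SE 0.44, adjusted p = 0.95), and in T25 it rose by 1.08 (SE 0.40, adjusted p = 0.404). It lay above all controls on 3 of 3 arrays of P78 and T25 and in 1 of 2 P75 samples. NCKX1 Unigene4926, an exchanger that carries calcium out of cells, changed from −1.18 ± 0.18 to 0.83 ± 0.54 in P78 (2.01, SE 0.35, adjusted p = 0.0178), above all controls on 3 of 3 arrays and called in 3 of 6 fits with 1 replicate left out. In P75 it was −0.29 ± 0.09 (0.89, SE 0.39, adjusted p = 0.463), above all controls in both samples. A second NCKX1 unigene, Unigene26113, rose by 1.49 (SE 0.29, adjusted p = 0.0261) in P78, with 3 of 3 arrays above all controls.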

Down-regulation of apical VDCC^49^, up-regulation of SERCA in the ER^49^ and up-regulation of basolateral NCKX^50^ lead to a decrease in the net calcium content of mantle cells, directly inhibiting ACC production or indirectly affecting biomineralization *via* calcium-dependent signaling pathways. From a physiological perspective, calcium absorption and ACC formation are related to ALP, a hydrolase enzyme that is affected by heat stress^51^ and is regarded to be a marker for biomineralization activity in mollusks^52^. The expression level of ALP and its activity are both down-regulated under exposure to elevated CO_2_ and temperature. Such trends are also found for CA and calcium binding-related genes. 

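ALP Unigene32248 had a normalized log2 value of 0.41 ± 0.35 (SD, n = 3) in the control and −1.3 ± 0.49 (n = 3) in P78, a log2 fold change of −1.71 (SE 0.55, adjusted p = 0.123, limma). It was −0.83 ± 0.97 (n = 2) in P75 (−1.24, SE 0.62, adjusted p = 0.532) and −1.03 ± 1.05 (n = 3) in T25 (−1.44, SE 0.55, adjusted p = 0.432). Every sample of these 3 treatments lay below all controls. In T31 it was 0.16 ± 0.5 (n = 3; −0.25, SE 0.55, adjusted p = 0.918), with 1 of 3 arrays below all controls, and the change became 0.02 without T31 replicate 2.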

The significant consequence of these changes is the down-regulation of NCR, which is strongly responsive to increased CO_2_ and temperature in marine calcifiers^21^.

Studies on the responses of biomineralization-related genes to OA and ocean warming have found diverse expression patterns^20^,^26^,^53^, and these observations are corroborated in the current study. Although most of these genes are differentially expressed in response to increases in CO_2_ and temperature, individuals respond differently, suggesting a complex relationship between gene expression and stressors. 

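The size of the log2 fold change was ranked in each treatment over the biomineralization unigenes measured on both sides, which leaves 47 in P78 and T31 and 49 in P75 and T25. In P78, TYR Unigene13528 ranked 1st with −4.90 (SE 0.88, adjusted p = 0.0209, limma; 1 of 3 P78 arrays well above background), TYR Unigene57981 6th with −2.91 (SE 0.60, adjusted p = 0.0328) and TYR Unigene38419 and CHS together 7th. CA, which was only bounded there, was not ranked, and its fitted log2 difference of −4.77 rests on dim spots. These 3 TYR unigenes lay below all controls on every P78 array, and in fits with 1 replicate left out they were called in 1, 2 and 2 of 6. CHS ranked 7th in T31 and 43rd in T25 and was not ranked in P75, where it was only bounded. Limma called it in 0 treatments, and its unadjusted p was under 0.05 in P78, P75 and T31. In P75, NAC ranked 1st with 4.05 and these TYR unigenes 38th, 39th and 41st, and none of them was called. The unranked CHS had a fitted log2 difference of −4.20 in P75, larger in size than that of NAC, but it rests on dim spots. In T25 and T31, SHE5 ranked 1st without being called (adjusted p = 0.608 and 0.352), and the highest TYR rank was 5th in T25 and 3rd in T31. The ranked unigenes called in T31 were TYR Unigene38419, 3rd, and EF, 11th.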

The genes encoding tyrosinase and chitin synthase are highlighted here, as they show larger fold changes in the microarray experiments than did other responsive genes. Tyrosinase plays an important role in the formation of the prismatic layer and the periostracum, which is a protective layer in the shells of pearl oysters. The function-specific response hypothesis about *M. edulis*^54^ might aid in understanding our results: TYR is responsible for melanogenesis, which is negatively regulated by CO_2_ and temperature stresses; conversely, increased expression of TYRL1 and TYRL2 enhance the synthesis of tyrosinase, strengthening the periostracum and prismatic layer to resist stress. In mollusk shells, chitin is proposed to form the matrix structure on which matrix proteins can control CaCO_3_ crystal growth^55^. In contrast to *M. edulis* and *Laternula elliptica*^54^,^56^, the expression of CHS in *P. fucata* exposed to acidified seawater and temperature stress (high levels) was down-regulated, which might lead to serious effects on frame organization during biomineralization.

In *P. fucata*, phenylalanine metabolism was enriched during exposure to increased CO_2_ concentrations. Phenylalanine, a biologically essential amino acid, generates metabolic products comprising a range of different substances, including phenethylamine. Interestingly, phenethylamine degradation has been considered to depress the expression of calcification-related genes in *S. purpuratus* exposed to OA^27^. Therefore, the depression of phenylalanine metabolism in *P. fucata* might inhibit its biomineralization ability by influencing the expression of related genes that might be regulated by phenethylamine.

Combined with changes in biomineralization ability and ion status, changes in the CO_2_ levels and temperature will have a negative influence on crystal growth. Although the calcium content on the surface of the shell and the NCR decreased, SEM showed that the ultrastructure of aragonite and calcite on the nacreous and prismatic layers was not affected. Previous investigation has indicated that biomineralization is a complex process, and the effects of CO_2_ levels and temperature depend upon the duration of exposure^42^. Biomineralization is also controlled by various other factors, such as ions, environmental factors and various genes. In our study, the effects of CO_2_ and temperature stresses were not manifested in the shell ultrastructure, although the process of biomineralization was affected. Importantly, the nacreous layer of pearl oyster shells is structurally similar to pearls, and the impact of environmental stressors on pearls can actually be reflected in the shells. If the stressors are long-term events, they will have adverse consequences on the biomineralization of pearls, most likely affecting pearl quality, resulting in substantial economic losses for the aquaculture industry. Our study therefore might have potential implications for predictions of the effects of global climate change on pearl aquaculture. Further studies are needed to directly test the physiological and biochemical changes that are suggested by our gene expression data (e.g., the physiology of ion transporters), as changes in cellular proteins may not absolutely coincide with the abundance of the corresponding mRNAs^57^.

## Conclusion

Transcriptome analysis is a powerful tool for revealing the molecular mechanisms underlying the responses of pearl oysters to environmental stressors. The results show that CO_2_ and temperature stresses induce significant changes in the transcriptome and in biomineralization. There is evidence that *P. fucata* might be able to mitigate the effects of elevated CO_2_ (pH 7.8) by regulating the acid-base equilibrium and ameliorate the effects of temperature stress (25 °C and 31 °C) by regulating anti-oxidants and lysosomes. Clearly, these responses are energy-consuming processes, which have adverse effects on biomineralization capacity. This study therefore is important for understanding the mechanisms underlying the responses of pearl oysters to changing seawater environments and also has implications for predicting the effects of global climate change on pearl aquaculture.

## Methods

### Organism collection and experimental design

Adult pearl oysters *Pinctada fucata* used in this study were obtained from the Marine Biology Research Station in Leizhou Bay, China. The seawater conditions of the sample collection area were 19.0 °C, pH 8.1, and salinity 33.0 psu. Prior to use, *P. fucata* was pre-cultured at 19.0 ± 0.5 °C, pH 8.1 ± 0.05 and salinity 33.0 ± 0.5 psu in glass aquaria filled with artificial seawater (Formula Grade A Reef Sea Salt, Formula, Japan). After an acclimation period of two weeks, organisms of similar size (6–7 cm length) were assigned to 50 L tanks and subjected to CO_2_ and temperature stressors. The CO_2_ stress mimicked the seasonal changes in the SCS and the predicted pH levels for the years 2100 (pH 7.8) and 2300 (pH 7.5). The temperature stress mimicked the seasonal changes and temperature levels predicted for 2100 (medium-level at 25 °C) and 2300 (high-level at 31 °C). The *P. fucata* oysters were maintained for 72 h under the following conditions: 19.0 °C, pH 7.8 and salinity 33.0 psu (group denoted P78); 19.0 °C, pH 7.5 and salinity 33.0 psu (P75); 25.0 °C, pH 8.1 and salinity 33.0 psu (T25); 31.0 °C, pH 8.1 and salinity 33.0 psu (T31). *P. fucata* cultured synchronously in 50 L tanks at 19.0 °C, pH 8.1 and salinity 33.0 psu were used as the control. Each treatment was carried out with three replicates in three independent tanks, and each tank contained 30 individuals. The pearl oysters were daily fed *ad libitum* with the microalgae *Platymonas subcordiformis*.

Samples from three individuals randomly selected from each tank were pooled to obtain one biological replicate. For physiological and molecular analyses, mantles in the control and treatment groups were collected at 0, 0.5, 2, 6, 12, 24, 48 and 72 h, washed with sterilized seawater and tested immediately. For shell analyses, the shells in the control and treatment groups were collected at 0, 24, 48 and 72 h, washed with deionized water and immersed in 5% sodium hydroxide for 12 h to remove organic components attached to the inner surface. The shells were then washed thoroughly with deionized water, air-dried and stored in a desiccator until required.

### Seawater chemistry

The pH values were maintained by continuously pumping a CO_2_-gas mixture into the tanks and monitored using a pH-201 digital pH controller (IPA, Shenzhen, China). Temperatures were controlled by inserting a heating rod with a D838-100 digital temperature controller (UP, Taiwan) at the bottom of the tank. pH and temperature values were recorded daily, and they did not deviate from the expected levels during the exposures (Supplementary Table 7). Initial and final seawater samples were collected from each tank, and three replicates were taken to determine total alkalinity (TA) and total dissolved inorganic carbon (DIC). The partial pressure of carbon dioxide (*p*CO_2_) and other parameters were calculated using the DOS-based carbonate chemistry calculation software CO_2_SYS^58^, with the dissociation constants *K*_1_, *K*_2_ and *K*_SO4_^−^.

### ALP activity

ALP activity was measured in 0.1 g of mantle tissue using the colorimetric ALP assay kit (Beyotime Institute of Biotechnology, Haimen, China) following the manufacturer’s instructions. After the addition of p-NitroPhenol Phosphate to each sample and incubation for 10 min at 37 °C, absorbance was measured at 405 nm using an Ultrospec 7000 (GE Healthcare Life Sciences, Uppsala, Sweden). The p-NitroPhenol concentrations used for drawing the standard curve were 0.02, 0.04, 0.08, 0.12 and 0.16 mM. To verify the stability of the control, ALP activities in the control at 0.5, 2, 6, 12, 24, 48 and 72 h were compared with that at 0 h. To eliminate the influence of other factors, ALP activities in P78, P75, T25 and T31 were compared with that of the corresponding control, at 0.5, 2, 6, 12, 24, 48 and 72 h.

### Net calcification rate (NCR)

The TA change in seawater was used to calculate the NCR using the alkalinity anomaly technique, as previously described^59^; this technique is commonly used to calculate calcification rates for marine calcifiers. The NCR values at time points 24, 48 and 72 h are expressed as μmol CaCO_3_ •g^−1^ h^−1^.

### X-ray Photoelectron Spectroscopy (XPS)

X-ray Photoelectron Spectroscopy (XPS, ESCALAB 250Xi, Thermo Scientific, USA) with monochromatic Al Ka radiation (1486.7 eV) was used to analyze the relative calcium content in the nacreous layer on the inner surface of the shell near the nacre-prism transition region. Three shell samples with side lengths of 7 mm × 7 mm were collected from pearl oysters in each treatment and control. To avoid individual error across oysters, three areas at the position along the nacre-prism transition region were tested for each shell sample. The shell samples were irradiated with x-rays with an incident angle of 45^o^. All binding energies were charge-corrected to the adventitious C (1 s) peak at 285 eV, and the measurement precision of the binding energy was 0.2 eV. High-resolution C (1 s) and Ca (2p) spectra were obtained at a pass energy of 50 eV. The relative atomic concentration ratio of the elements on the shell surface was calculated by Advantage V4 (Thermo-VG Scientific, Sussex, England) using the sensitivity factors and signal intensities of the elements.

### Scanning electron microscopy (SEM)

To evaluate whether increased CO_2_ and temperature affects shell ultrastructure, the inner surface of the shell samples (near the nacre-prisms transition region) were cut into small pieces, and sections of the nacreous and prismatic layers were observed by scanning electron microscopy (SEM, FEI Quanta 200, Netherlands), as previously described^19^.

### Liquid chromatography-tandem mass spectrometry (LC-MS/MS)

The amino acid contents in the mantle of *P. fucata* were determined by LC-MS/MS. The amino acid selections were based on the results of the enriched pathways shown in supplementary Table 3: phenylalanine (Phe), cysteine (Cys), Tyrosine (Tyr), methionine (Met) and alanine (Ala). Moreover, glutamic acid (Glu), glycine (Gly), arginine (Arg), asparagine (Asn) and glutamine (Gln) were also used as reference amino acids. The detailed method for LC-MS/MS is provided in Supplementary Information.

### Microarray experiment

A 58,583-feature microarray representing 58,583 unigenes was developed on the basis of the mantle transcriptome of *P. fucata*. The microarray data have been deposited in Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/; GSE57171) and Dryad (doi:10.5061/dryad.958sr). Detailed methods for the microarray and RT-qPCR validation are provided in Supplementary Information.

DEGs were identified using unpaired Student’s t-tests by comparing the normalized signal values of four treatments (T25, T31, P78 and P75) with that of the control at the time point 72 h. The false discovery rate (FDR)-adjusted *p* value was used to estimate representative DEGs using the Benjamini-Hochberg method. Genes with *p* < 0.05 and fold change > 2 were considered to be differentially expressed. All DEGs in the four treatment groups were taken together, and their corresponding normalized signal values in P78, P75, T25, T31 and the control were further subjected to hierarchical clustering analysis using Cluster 3.0 and Java TreeView software by the average linkage of hierarchical cluster analysis. The fold changes of unigenes in P78, P75, T25 and T31 were obtained by comparing the normalized signal values with that in the control. To identify the underlying pathways responding to elevated CO_2_ and temperature, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses of the DEGs in the four treatments (P78, P75, T25 and T31) were performed in the pathway database (http://www.genome.jp/kegg/). Fisher’s exact tests were implemented to determine DEG enrichment. The FDR-adjusted *p* value was used to estimate the most representative pathways using the Benjiamini-Hochberg method with *p* < 0.05.

In addition to KEGG pathways, specific categories were classified artificially according to references^30^,^60^ in which have gene enrichment analyses for transcriptome or microarray results were successfully performed to reveal the responses of marine organisms to changes in the seawater environment. The genes involved in these reported functional categories were searched for in our microarray results for the four treatments (P78, P75, T25 and T31), and the fold changes in the expression of the matched genes are listed individually. Genes with *p* < 0.05 and a fold change > 2 were considered to be significantly differentially expressed. The category enriched with these genes was considered to be the principal category. These categories of specific genes serve as a supplement for the KEGG pathway analysis.

### Statistical analyses

All the physiological, biochemical and morphological data analyses were performed using SPSS version 18.0 for Windows (SPSS Inc., Chicago, IL, USA). The results of seawater chemistry, ALP activity, NCR, calcium content and amino acid content were analyzed by One-way ANOVA to test for significant differences between each treatment and the control. The figures were drawn using SigmaPlot version 12.5 (Systat Software, San Jose, CA, USA) and Origin version 7.5 (Originlab, Northampton, MA, USA). All of the results are presented as the means and standard deviation.

### Data Availability

The probe sequences and other details on the microarray in this study have been deposited in the GEO database and Dryad database, and are accessible through the GEO Series Accession Number GSE57171 or Dryad: doi:10.5061/dryad.958sr.

## Additional Information

**How to cite this article**: Li, S. *et al*. Transcriptome and Biomineralization Responses of the Pearl Oyster *Pinctada fucata* to Elevated CO_2_ and Temperature. *Sci. Rep*. **6**, 18943; doi: 10.1038/srep18943 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
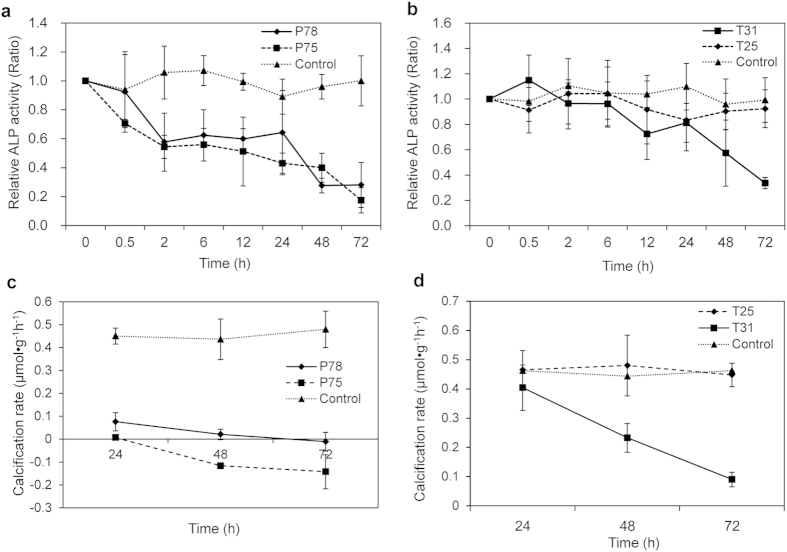
The relative activity of mantle alkaline phosphatase (ALP, (a,b)) and net calcification rate (NCR, (c,d)) of *Pinctada fucata* under CO_2_ and temperature stress. The ALP and NCR data are presented as the ratios between the treatment group and the control at the corresponding time point.

**Figure 2:**
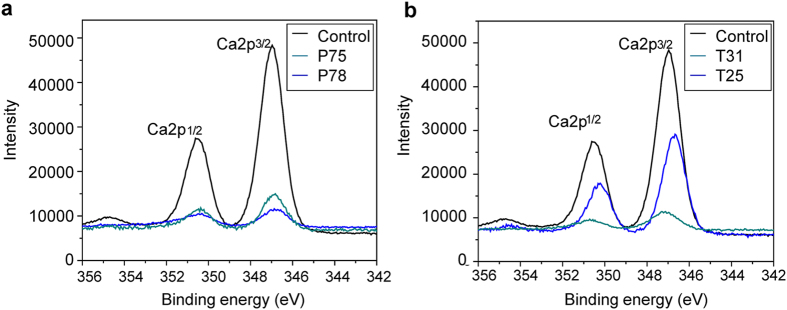
The relative calcium content on the inner surface of the shell near the nacre-prism transition region in *Pinctada fucata* under CO_2_ (a) and temperature (b) stress.

**Figure 3:**
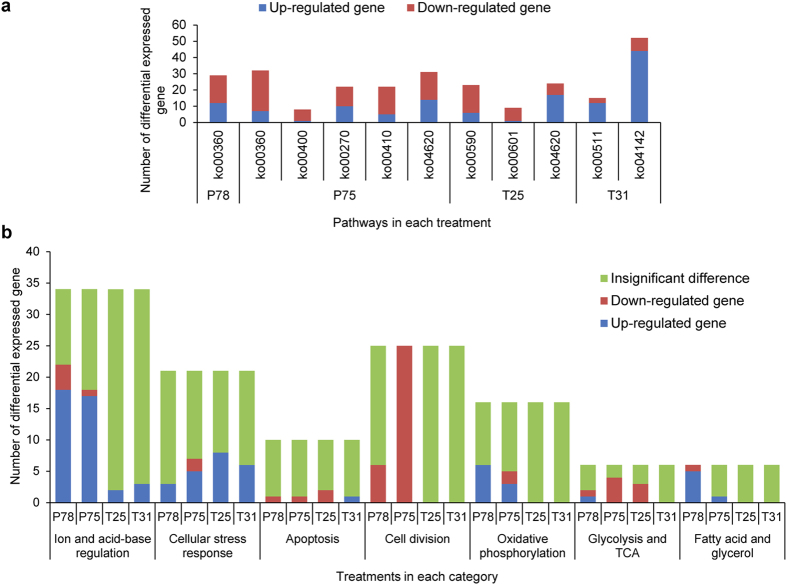
The pathway (a) and category (b) enrichments of differentially expressed genes (DEGs) in *Pinctada fucata* exposed to CO_2_ and temperature stress. (**a**) ko00360: Phenylalanine metabolism; ko00400: Phenylalanine, tyrosine and tryptophan biosynthesis; ko00270: Cysteine and methionine metabolism; ko00410: beta-Alanine metabolism; ko00590: Arachidonic acid metabolism; ko00601: Glycosphingolipid biosynthesis; ko00511: Other glycan degradation; ko04142: Lysosome; ko04620: Toll-like receptor signaling pathway.

**Figure 4:**
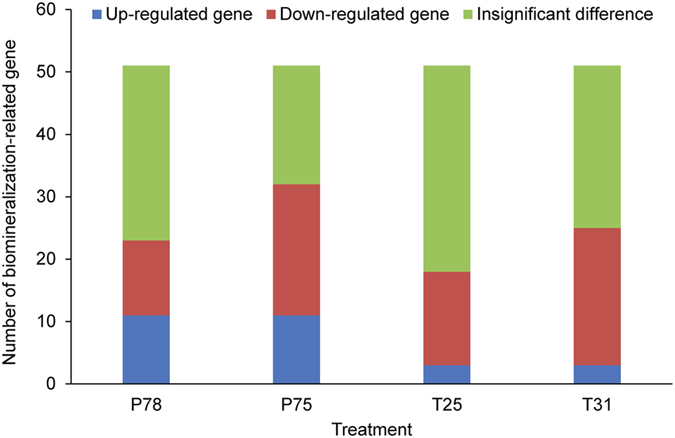
Expression changes in biomineralization-related genes in *Pinctada fucata* exposed to CO_2_ and temperature stress.

**Figure 5:**
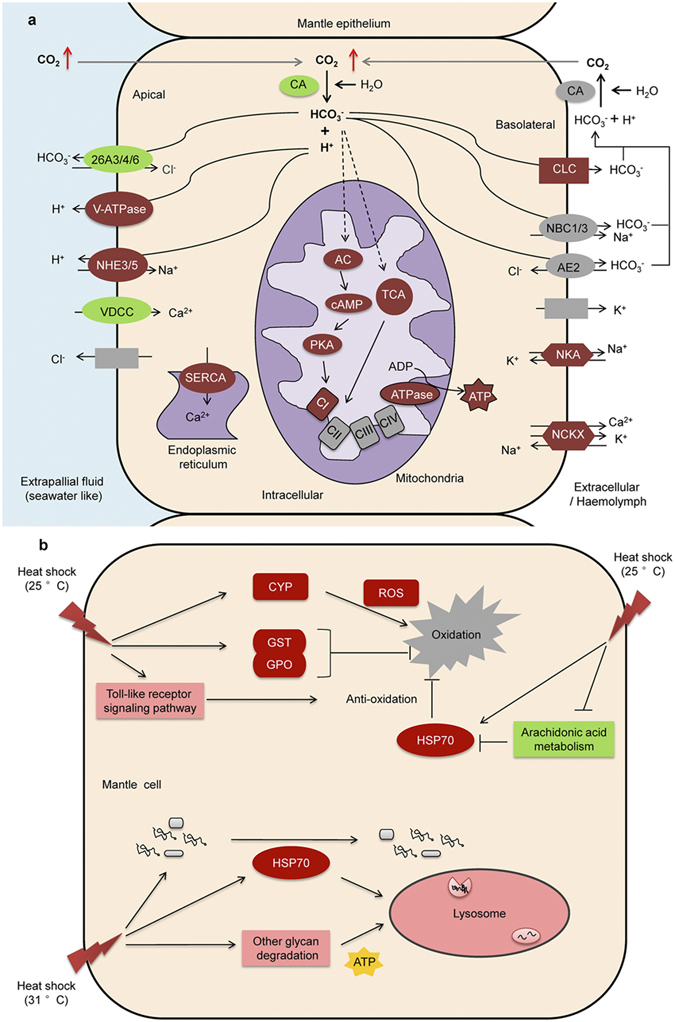
Schematic representations of the mechanisms underlying the response of mantle cells of *Pinctada fucata* to CO_2_ and temperature stress. (**a**) Acid-base regulatory strategy in *P. fucata* is involved in the response to elevated CO_2_. The homeostasis of intracellular H^+^ and HCO_3_^−^ are regulated by cytoplasmic carbonic anhydrase (CA), membrane-associated CA12, and apical and basolateral proton pumps, ion channels, exchangers and transporters, including increased expression of vacuolar type H^+^ -ATPases (V-ATPase), sodium/hydrogen exchangers (NHE3/5), chloride channels (CLC), sodium/potassium-transporting ATPases (NKA) and sodium/potassium/calcium exchangers (NCKX), decreased expression of anion/bicarbonate transporter family members (SLC26A3/4/6), and normal expression of sodium bicarbonate cotransporters (NBC1/3), anion exchangers (AE2), and K^+^ channels. In these processes, increased energy demand is supplemented by enhancement of the tricarboxylic acid cycle (TCA) and oxidative phosphorylation (OP) is stimulated by HCO_3_^−^ *via* adenylate cyclase (AC)-induced signaling and membrane transport, including increased expression of complex I (CI), F0F1-type ATPases (F-ATPase), AC, cAMP and protein kinase A (PKA). In the diagram, crimson indicates up-regulation, green indicates down-regulation, and gray indicates insignificant changes. The solid arrows show the direction of ions and CO_2_ diffusion. The dotted arrows show the hypothetical signaling pathways. (**b**) Anti-oxidative and lysosome pathways in *P. fucata* are involved in the response to elevated temperature. Elevated temperature induces the production of reactive oxygen species (ROS) *via* increased expression of cytochrome P450 (CYP), resulting in oxidative stress. Under the medium temperature stress (25 °C), the increased expression of “anti-oxidation”-related genes [e.g., heat shock protein 70 (HSP70), glutathione S-transferase (GST) and glutathione peroxidase (GPO)], activation of the “Toll-like receptor signaling pathway” and depressed “arachidonic acid metabolism” promote anti-oxidative regulation in mantle cells. Under high temperature stress (31 °C), the “lysosome” pathway is the main defense system for clearing damaged proteins and organelles, with assistance from HSP70. The energy supplement might originate from the enhanced degradation of other glycans. In this diagram, crimson indicates up-regulated genes, green indicates down-regulated genes, pink indicates enhanced pathways, blue indicates inhibited pathways, and gray indicates oxidative stress.

# Supplementary material for: Transcriptome and biomineralization responses of the pearl oyster Pinctada fucata to elevated CO2 and temperature
**Source:** Sci Rep. 2016 Jan 6;6:18943. doi: 10.1038/srep18943
**Supplement:** Supplementary Information

# Transcriptome and biomineralization responses of the pearl oyster *Pinctada fucata* to elevated CO<sub>2</sub> and temperature

Shiguo Li<sup>1</sup>, Chuang Liu<sup>1,2</sup>, Jingliang Huang<sup>1</sup>, Yangjia Liu<sup>1</sup>, Shuwen Zhang<sup>1</sup>, Guilan Zheng<sup>1</sup>, Liping Xie<sup>1\*</sup> & Rongqing Zhang<sup>1\*</sup>

Dr. Liping Xie

## Methods

### Liquid chromatography-tandem mass spectrometry (LC-MS/MS)

A standard solution was prepared by dissolving the amino acid standards in acetonitrile. All the standards and other reagents were obtained from Sigma-Aldrich (St. Louis, MO, USA,  $\geq 99.99\%$  purity). The stock standard mixture ( $10 \mu\text{g mL}^{-1}$ ) was prepared by diluting the standard solutions, from which the calibration standards with a range of  $5\text{--}2500 \text{ ng.mL}^{-1}$  were prepared by serially diluting the mixture with acetonitrile.

The mantles from 10 pearl oysters in each tank were collected and pooled together to obtain one biological replicate. A homogeneous  $1.0 \text{ g}$  sample was hydrolyzed by  $6 \text{ M}$  hydrochloric acid (HCl) at  $110^\circ\text{C}$  for  $14 \text{ h}$ . The hydrolysate was cooled to room temperature and HCl was added to obtain a total volume of  $10 \text{ mL}$ . One mL of the hydrolysate was lyophilized, redissolved by  $2.0 \text{ mL}$  of  $0.1 \text{ M}$  HCl, and stored at  $4^\circ\text{C}$  until analysis. Before determination, the sample was mixed for  $3 \text{ min}$  and centrifuged at  $10,000 \times g$  for  $5 \text{ min}$  at room temperature. The amino acid content was determined with a  $1290$  analytical HPLC system connected to a  $6460$  triple quadrupole mass spectrometer (LC-MS/MS, Agilent Technologies, Santa Clara, CA, USA). A  $10\text{-}\mu\text{L}$  sample was injected through an auto sampler. The separation was collected with a  $\text{C}_{18}$  column (Perkin-Elmer,  $4.6 \text{ mm} \times 250 \text{ mm}$ ,  $5 \mu\text{m}$ ). The mobile phase was composed of (A) acetonitrile and (B) acetic acid sodium acetate buffer ( $0.03 \text{ M}$  sodium acetate,  $0.15\%$  triethylamine,  $\text{pH } 5.2$ ). The column temperature was  $40^\circ\text{C}$  and the determination wavelength was  $360 \text{ nm}$ . The equation obtained from the standard solutions was used for the sample analysis. The results were presented as amino acids  $\text{mg/g mantle} \pm \text{SD}$ .

### Microarray experiment

Total RNA of the mantle samples that were collected from pearl oysters at  $72 \text{ h}$  in the two  $\text{CO}_2$  treatments (P78 and P75), the two temperature treatments (T25 and T31) and the control were extracted using TRIZOL Reagent (Life technologies, Carlsbad, CA, US) following the manufacturer's instructions and further purified using the NucleoSpin RNA clean-up kit (Macherey-Nagel, Duren, Germany). The RNA samples were quantified by measuring absorbance ratios using a ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA) and electrophoresed on a  $1.0\%$  formaldehyde-denatured agarose gel to determine their integrity. RNA labelling and microarray hybridization were conducted by the CapitalBio Corp (Beijing, China) following

the previously reported protocol <sup>1</sup>. Dye-labeled cDNA was created using Cy3 dye (GE Healthcare Cat. No. PA53021), and then hybridized with the microarray at 45 °C for 15 h. After hybridization, the slides were rinsed with washing solution (0.2% SDS, 2 × SSC) for 5 min at 42 °C and washed again with washing solution (2 × SSC) for 5 min at room temperature. The dried slides were scanned using an Agilent G2565CA microarray scanner system (Agilent technologies, Berkshire, UK). Agilent's Feature Extraction Software was used for the microarray image analyses in order to convert the image signal into the digital signal. Signal intensity of each microarray was normalized using GeneSpring GX version 11.0.2 software (Agilent Technologies) with the percentile shift method.

To validate the microarray results, a set of 14 unigenes were selected randomly in the microarray for real-time quantitative PCR (RT-qPCR) analyses. Total RNA of the mantle samples was extracted using the protocol as described above. The RT-qPCR was performed with 1 µL of cDNA, 0.4 µM of each primer and 2 × SYBR Green Master Mix using SYBR<sup>®</sup> *Premix Ex Taq*<sup>™</sup> II (Takara, Japan) to obtain a total volume of 20 µL. All PCR reactions were run as follows: 1 cycle of 95 °C for 30 s, 40 cycles of 95 °C for 5 s, 60 °C for 30 s, 1 cycle of 95 °C for 15 s, 60 °C for 1 min and 95 °C for 15 s. The fluorescent products were detected using StepOnePlus<sup>™</sup> Real-Time PCR system (Applied Biosystems, Foster, CA, US). The reference housekeeping gene ACTIN <sup>2</sup> was used as the internal control and the  $2^{-\Delta\Delta CT}$  method <sup>3</sup> was used to analyze the relative fold change in gene expression. The correlation coefficients ( $R^2$ ) between the results of gene expression levels of microarray and RT-qPCR were calculated. Information regarding these unigenes, primers and accession numbers in RT-qPCR is listed in Supplementary Table 1.

## Supplementary tables

**Supplementary Table 1.** Amino acid contents in the mantle of *Pinctada fucata* exposed to CO<sub>2</sub> and temperature stress (Mean  $\pm$  SD). \*: significant difference ( $p < 0.05$ ). \*\*: significant difference ( $p < 0.01$ ).

**Supplementary Table 2.** List of candidate genes and associated primers used for the RT-qPCR. The fold changes of the selected unigenes from the microarray are listed in the table. The values in parentheses represent the fold changes of the unigenes confirmed by RT-qPCR. Positive and negative numbers represent up-regulation and down-regulation of the unigenes, respectively.

**Supplementary Table 3.** KEGG pathway analysis for unigenes with significant differential expression ( $p < 0.05$  and fold change  $> 2$ ) in *Pinctada fucata* exposed to elevated CO<sub>2</sub> and temperature. DEGs: Differentially expressed genes.

**Supplementary Table 4.** Fold changes in gene expressions of specific interest in *Pinctada fucata* exposed to elevated CO<sub>2</sub> and temperature. The asterisk indicates the genes that expressed no significant change (fold change < 2 or  $p > 0.05$ ).

**Supplementary Table 5.** The expressions of energy production related genes in *Pinctada fucata* exposed to elevated CO<sub>2</sub> and temperature. The asterisk indicates the genes that expressed no significant change (fold change < 2 or  $p > 0.05$ ).

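Supplementary Tables 4 to 6 list fold changes in 4 columns, P78, P75, T25 and T31. The size of each tabulated value was set beside the fold change of the same unigene on the arrays of each label, each array counted separately, and counted as matching within 0.1 on the log2 scale. Of the 66 values under P78, 60 matched the arrays labelled pH 7.5 and 8 the arrays labelled pH 7.8. Of the 90 values under P75, 84 matched the arrays labelled pH 7.8 and 9 those labelled pH 7.5. Under T25, 34 of 35 values matched the T25 arrays, and under T31, 29 of 34 matched the T31 arrays. The arrays are named by their labels throughout.

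**Figure D3:**
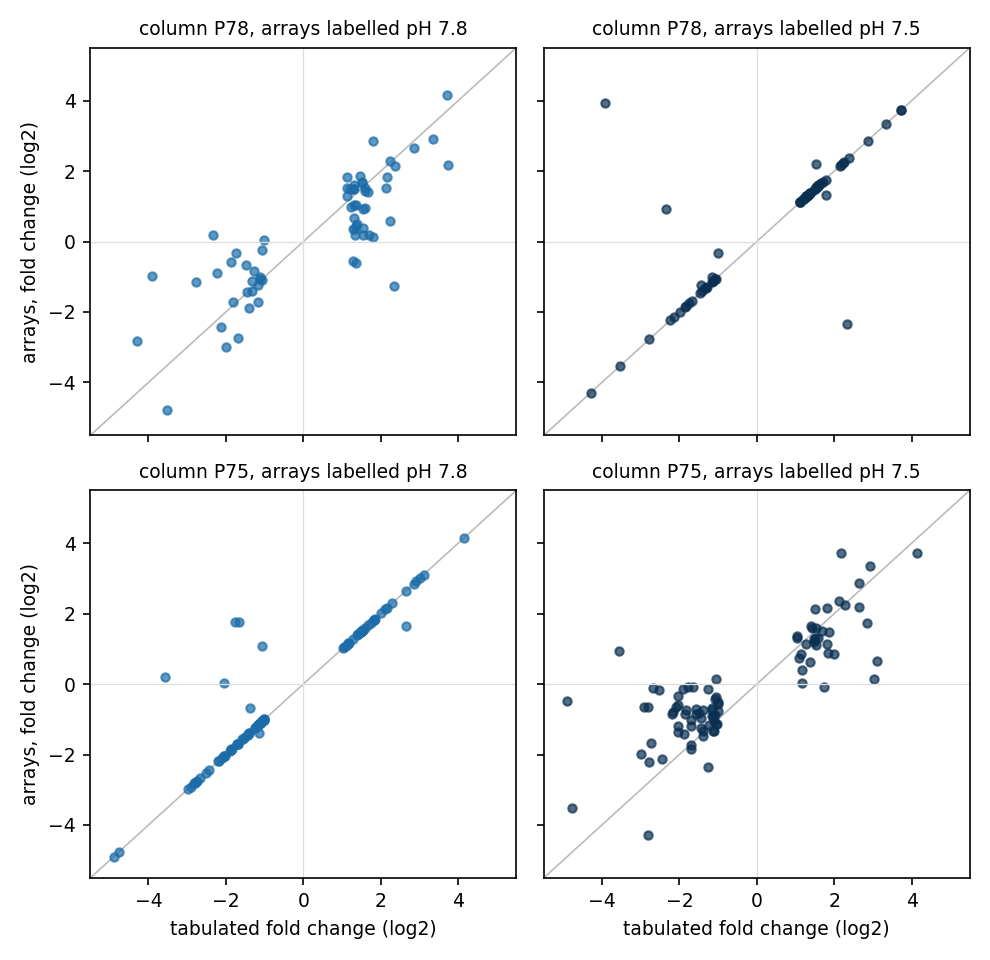
Log2 fold changes that the paper tabulates under P78 and P75 (horizontal axes) beside those measured on the arrays labelled pH 7.8 or pH 7.5 (vertical axes), 1 point per unigene of Supplementary Tables 4 to 6, each array counted separately. Of the values under P78, 60 of 66 match the arrays labelled pH 7.5 in size, and of those under P75, 84 of 90 match the arrays labelled pH 7.8.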

**Supplementary Table 6.** The expression changes of biomineralization-related genes from the microarray. The positive and negative numbers represent up-regulation and down-regulation of the unigenes, respectively. The asterisk indicates the genes that expressed no significant change (fold change < 2 or  $p > 0.05$ ). The rows with grey shading represent the unigenes with no significant change (fold change < 2 or  $p > 0.05$ ) in all the four treatments.

**Supplementary Table 7.** Parameters of seawater chemistry measured and calculated (CO<sub>2</sub>SYS) for each experimental treatment (Mean  $\pm$  SD).

Abbreviations: TA: total alkalinity; DIC: dissolved inorganic carbon;  $p\text{CO}_2$ : partial pressure of CO<sub>2</sub>;  $[\text{HCO}_3^-]$ :  $\text{HCO}_3^-$  concentration;  $[\text{CO}_3^{2-}]$ :  $\text{CO}_3^{2-}$  concentration;  $\Omega_{\text{ca}}$  and  $\Omega_{\text{ar}}$ : saturation states for calcite and aragonite.

## Supplementary figures

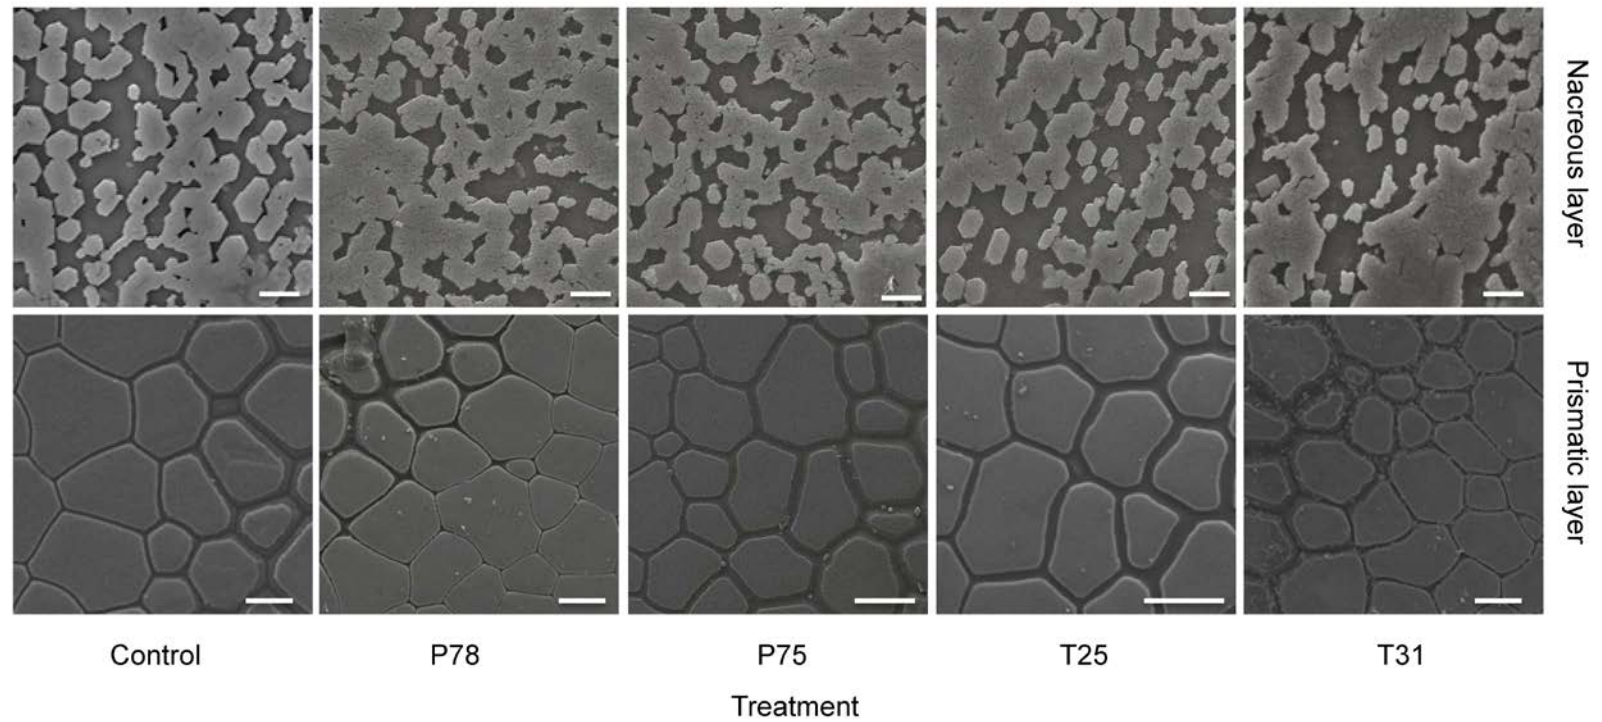

**Supplementary Fig. 1.** The scanning electron microscope (SEM) micrographs of the nacreous and prismatic layers in the shells of *Pinctada fucata* exposed to elevated CO<sub>2</sub> and temperature. Scale bar = 3  $\mu$ m in nacreous layers. Scale bar = 25  $\mu$ m in prismatic layers.

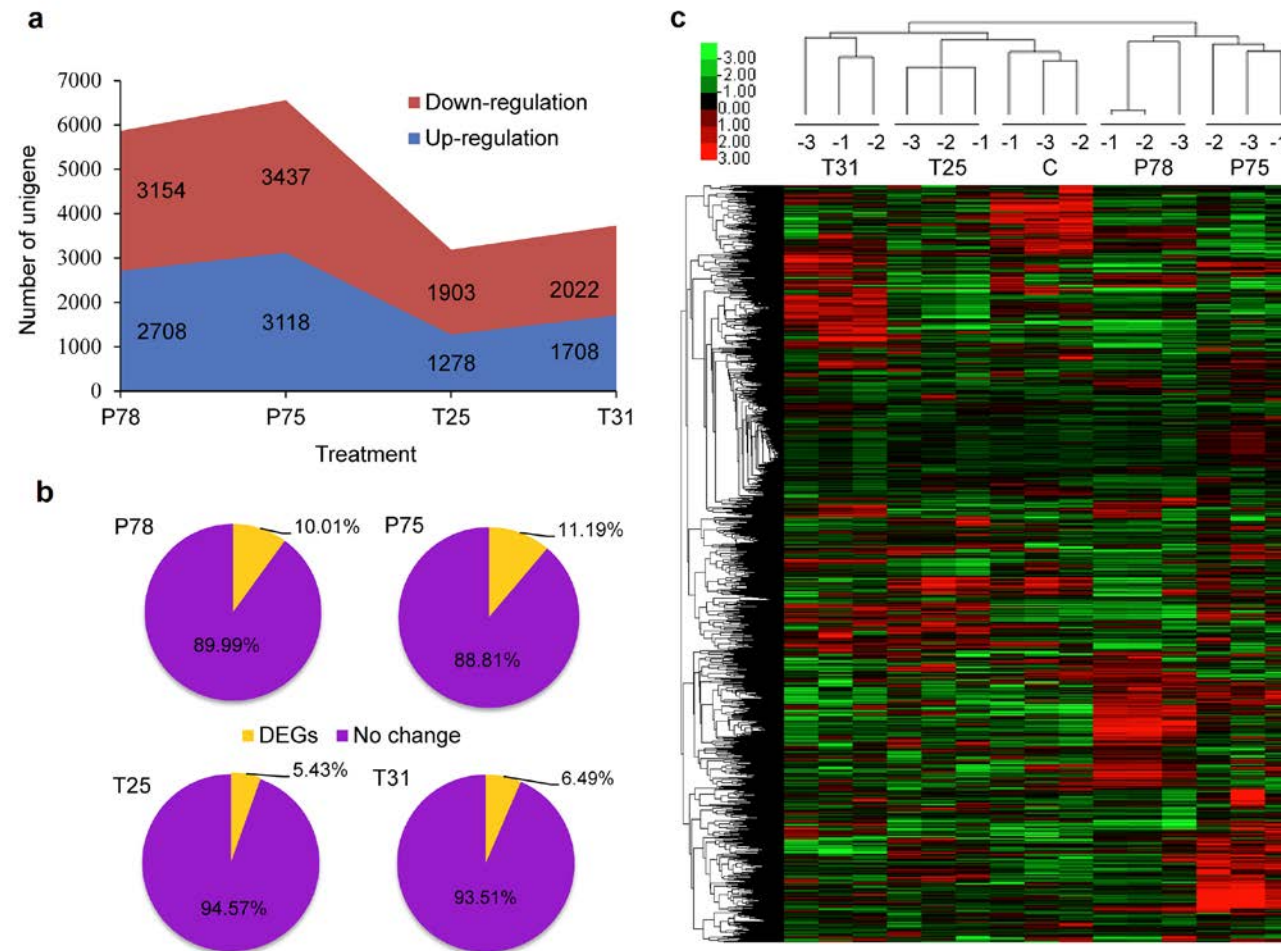

**Supplementary Fig. 2.** The numbers of up- and down-regulation (a), ratios (b) and heat map (c) of differentially expressed unigenes (DEGs) in *Pinctada fucata* exposed to elevated CO<sub>2</sub> and temperature. In the heat map, red indicates up-regulation; green indicates down-regulation and black indicates insignificant changes. The three biological replicates in each cluster are referred as -1, -2, and -3.

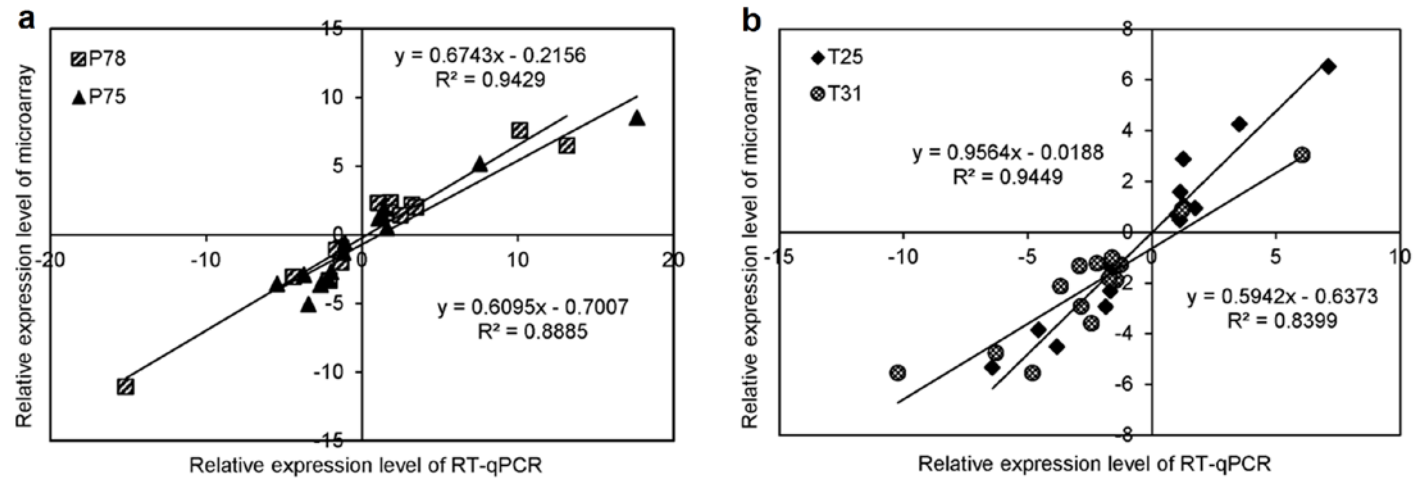

**Supplementary Fig. 3.** Correlation analysis between microarray and RT-qPCR results. Fourteen differentially expressed unigenes listed in Supplementary Table 2 were analyzed by RT-qPCR.

## References:

1. Liang, J., Zhang, L., Xiang, Z. & He, N., Expression profile of cuticular genes of silkworm, *Bombyx mori*. *BMC Genomics* **11** 173 (2010).
2. Yano, M., Nagai, K., Morimoto, K. & Miyamoto, H., Shematrin: A family of glycine-rich structural proteins in the shell of the pearl oyster *Pinctada fucata*. *Comp. Biochem. Physiol. B Biochem. Mol. Biol.* **144** 254 (2006).
3. Livak, K. J. & Schmittgen, T. D., Analysis of relative gene expression data using real-time quantitative PCR and the  $2^{-\Delta\Delta CT}$  method. *Methods* **25** 402 (2001).

How the deposited data were processed for this re-analysis (not part of the article)

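Mantle RNA of *P. fucata* was measured on 15 custom 1-colour Agilent microarrays, 3 for the control and 3 for each of P78, P75, T25 and T31, after 72 h of exposure. Groups follow the labels of the samples. The authors deposited the spot intensity values of each array, made with Agilent Feature Extraction 10.7.3.1 by subtraction of the background and detrending within the array, together with the mean and local background intensity of each spot. The other deposited columns hold flags from the same software, such as control spot, outlier, saturated and well above background. The authors also deposited processed log2 values, made by shifting each array to its 75th percentile in GeneSpring GX 11.0.2. These were checked against log2 values computed from the intensities and were used as an alternative.

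Of the 62976 spots of an array, 61657 were not control spots. Their background-subtracted intensities were taken as log2, spots marked as outliers (4 to 105 per array) were left out, and no spot was saturated. The 3074 probes with several spots were averaged, which gave 58583 probes, 1 per unigene. The 75th percentile of each array was then subtracted. The share of probes well above background on each array is given with the description of the data, and the number of arrays limits the precision. A near-identical pair of P75 arrays was averaged and counted as 1 sample, so the fit used 14 columns.

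Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 9 residual and 2.83 prior degrees of freedom), with all 5 groups in 1 fit and with contrasts of each treatment against the control and between treatments. All adjusted p-values for single unigenes are from limma with Benjamini-Hochberg adjustment over the 58583 probes, and a unigene was called at an adjusted p under 0.05 and a fold change over 2. The unigenes of Supplementary Tables 2, 4, 5 and 6 (165 probes) were also adjusted over the list alone. Tables were read with data.table 1.17.8, pandas 2.3.3 and python 3.11.15, and plots were drawn with matplotlib 3.10.9.

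The named unigenes were set by a rule. They are all unigenes of Supplementary Tables 2, 4, 5 and 6 that carry a gene symbol or family named by the paper's sentence, and in each treatment the called probes with the strongest rises and falls, 2 of each. These had to lie on the same side of all controls in every replicate and be well above background on every array of the brighter group. Full statistics are printed for some members of a family and the others are summarised as tallies.

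The correlations with the paper's RT-qPCR values of 14 unigenes used Pearson's r and Spearman's rho with 100000 two-sided permutations. The grouping of the arrays was measured as the mean correlation within groups minus that between groups, with 100000 permutations of the labels.

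The fit was tested on simulated data, in which 200 of 58071 probes were changed, by a log2 of 2 or 4 in turn. Of those changed by 2, 16% were called for P78 against the control, 4% for P75, 6% for T25 and 7% for T31. Each treatment was simulated in a single draw, and P78, T25 and T31 had the same simulated design. Differences between their shares therefore do not measure a difference in power. At a log2 change of 4, these shares were 71%, 56%, 72% and 79%, and all changed probes that were called had the right sign. False calls among unchanged probes numbered 7 for P78, 2 for P75, 6 for T25 and 7 for T31. With the unadjusted t-test they numbered 1476, 1527, 1520 and 1562.

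Alternatives were normexp background correction (offset 50), quantile normalization, a shift to the median, a filter on dim probes, outlier spots kept, the authors' processed values, the slide or the replicate number as a term of the fit, only the compared groups in the fit, the test of the paper's methods with and without adjustment, limma without adjustment, each array counted separately, and each replicate left out in turn. The scan followed the slide, so it gave no separate alternative. The enriched pathways, the calcification and enzyme measurements and the RT-qPCR runs themselves were not analysed here.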

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

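Of the tests below, that of the slide was chosen only after the result was seen, and that of dim probes before it.

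Among unigenes that the paper does not discuss, those with the strongest rise in each treatment lay above all controls in every replicate. Several were well above background on no control array. For these, the fitted log2 difference depends on the surrogate value of a dim spot and the bound is the value to read. In P78, Unigene32173 changed from −7.1 ± 0.31 to 1.12 ± 0.61 (SD, n = 3 each) and was at least 122-fold higher, with a fitted log2 difference of 8.22 (SE 1.76, adjusted p = 0.0374, limma). It was called in 0 of 6 fits with 1 replicate left out and under 11 of 13 other settings, and its fitted log2 difference stayed between 7.87 and 8.46 in those 6 fits. The fitted difference was 8.53 (adjusted p = 0.164) in P75, 7.91 (adjusted p = 0.103) in T31 and 2.96 (adjusted p = 0.646) in T25, not called in these. Unigene5832 changed from −6.06 ± 2.41 (1 control array well above background) to 0.83 ± 0.85, a log2 fold change of 6.89 (SE 1.34, adjusted p = 0.028), and was called in 1 of 6 such fits.

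In P75, Unigene28601 changed from −7.78 ± 0.63 (n = 3) to 1.39 ± 0.55 (n = 2) and was at least 147-fold higher, with a fitted log2 difference of 9.17 (SE 1.09, adjusted p = 0.0233). Unigene14692 changed from −5.6 ± 1.13 (1 control array well above background) to 0.91 ± 0.1, a log2 fold change of 6.52 (SE 0.74, adjusted p = 0.0233). With 1 sample left out, they were called in 0 and 1 of 4 fits. Both were also called in P78, with adjusted p-values of 0.0366 and 0.00461.

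In T25, Unigene41898, with the probe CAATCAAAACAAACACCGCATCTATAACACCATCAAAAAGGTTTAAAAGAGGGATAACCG, changed from 0.43 ± 0.82 to 4.87 ± 0.53 (n = 3 each), a log2 fold change of 4.44 (SE 0.46, adjusted p = 0.0241), and was called in 2 of 6 fits with 1 replicate left out. It was well above background on all of these arrays. It was also called in P78 (4.75, adjusted p = 0.00268), P75 (4.26, adjusted p = 0.0233) and T31 (2.72, adjusted p = 0.0408). In T31, Unigene48950 changed from −7.91 ± 0.49 to −2.04 ± 1.06 and was at least 13.7-fold higher (fitted log2 difference 5.87, SE 0.65, adjusted p = 0.00354). Unigene3595 changed from −8.09 ± 0.6 to −3.41 ± 0.23 and was at least 5.28-fold higher (fitted log2 difference 4.68, SE 0.52, adjusted p = 0.00354). Both were called in all 6 fits with 1 replicate left out. Both were also called in P78 (3.41, adjusted p = 0.0257, and 2.73, adjusted p = 0.0252), and Unigene48950 in P75 (5.2, adjusted p = 0.0433).

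Dim probes are not the whole source of the P78 calls, since 2.91% of the 31968 probes well above background on all arrays were called in P78 and 1.8% of the 26615 others. The slide is not the whole source of the P75 values either, as the 17 called unigenes kept a median of 102% of their log2 fold change with the slide as a term of the fit (range 91.6% to 110%), although 0 were called by limma then, with adjusted p-values of 0.0704 to 0.115. At limma's unadjusted p without the slide 5542 passed, and 3949 by the unadjusted test of the methods. In T25, T31 and P78 the arrays were spread over the slides as in the control. Dim arrays were not tested apart from dim probes. Before the shift, the 75th percentile of the signal was 960 to 1216 on the P78 arrays and 1525 to 2359 on the control arrays. It was 1186 to 1478 on the P75, 1402 to 1780 on the T25 and 1655 to 2280 on the T31 arrays. A part of this lower signal in the P78 calls stays open. What also stays open is a response to the treatment, which was not tested in other samples, signal from related transcripts on the same probe, which was not tested, the labels of P78 and P75, and the control arrays, which all treatments share. These rises may owe part of their size to low values of the shared controls, which was not tested for single unigenes.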

How the results depend on the processing

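The unadjusted test of the methods with each array counted separately, and the grouping of arrays over its calls with the near-identical pair merged, were the alternatives among the tests below chosen only after the result was seen. The other alternatives, the comparisons and the rule for the named unigenes were set before the data were examined. Counts are given in the order P78, P75, T25 and T31 against the control, and then P75 against P78, T31 against T25, P78 against T25, P78 against T31, P75 against T25 and P75 against T31. For the changes below the cause was not tested, unless fewer arrays, fewer probes or another threshold make up the alternative itself. By limma with Benjamini-Hochberg adjustment, the counts were 1411, 17, 2 and 141 and then 0, 335, 2, 1339, 4 and 60.

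Keeping outlier spots gave 1410, 17, 2 and 144 DEGs and the authors' processed values 1405, 17, 2 and 144, and of the 1411 unigenes called in P78, 1407 and 1403 were shared. For these settings all 118 values of single named unigenes kept their direction and their side of the threshold. Of the 118, 115 did so with quantile normalization, 114 with the median shift, 106 with normexp, 105 with the slide as a term and 106 with each array counted separately. With the filter on dim probes 114 of the 116 left did so. The number was 88 with only the compared groups in the fit, 84 with the test of the methods and Benjamini-Hochberg adjustment, 70 with that test unadjusted, 65 with it unadjusted and each array counted separately, and 55 with limma's unadjusted p. It was 102, 90 and 89 without control replicates 1, 2 and 3. These changes were mostly of the side of the threshold, and 3 with normexp and 1 and 3 without control replicates 2 and 3 were of direction.

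With normexp background correction, 2992, 67, 32 and 326 DEGs were called, of which 1220, 14, 2 and 127 were shared with the calls above, and then 17, 594, 21, 1841, 1 and 148. The ion and acid-base unigenes up in P78 became 9, the cell division unigenes down in P78 8 and the oxidative phosphorylation unigenes up in P78 3. The biomineralization unigenes became 1 in P75, 1 in T25, 6 in T31 and 14 in any treatment. The correlation with RT-qPCR in P75 became 0.53. The log2 fold change of CHS in T25 reversed to 0.09, that of CA12 in P75 to 0.18 and that of VGCC in P78 to 0.30.

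With quantile normalization, 1395, 29, 3 and 241 DEGs were called, with 5 between P75 and P78, 5 between P78 and T25 and 94 between P75 and T31, and 3 ion and acid-base unigenes were up in P78. With the median shift, 1159, 15, 3 and 143 were called and 2 cell division unigenes were down in P78. With the filter on dim probes, which left 48003 probes, 2062, 43, 5 and 241 were called, with 9 between P75 and P78, 521 between T31 and T25, 14 between P78 and T25 and 145 between P75 and T31. There 9 cell division unigenes were down and 2 oxidative phosphorylation unigenes up in P78, and 5 biomineralization unigenes were called in T31.

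With the slide as a term of the fit, 1164, 0, 2 and 110 DEGs were called, with 220 between T31 and T25, 0 between P75 and T25 and 10 between P75 and T31. There 3 ion and acid-base unigenes were up in P78 and 0 biomineralization unigenes were called in T31. All P75 arrays lay on 1 slide, so this term widens the P75 errors.

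With the replicate number as a block, 637, 0, 0 and 75 DEGs were called by limma, and 109 between T31 and T25, 1 between P78 and T25, 586 between P78 and T31, 0 between P75 and T25 and 14 between P75 and T31. The ion and acid-base unigenes up in P78 became 2, the cell division unigenes down in P78 2 and the fatty acid and glycerol unigenes up in P78 0. The biomineralization unigenes became 4 in P78, 0 in T31 and 4 in any treatment. Of the 118 values of single named unigenes, 99 kept their direction and their side of the threshold. The merged P75 array was given replicate number 1. The numbers do not pair the samples, since arrays of the same number had correlations of −0.14 to 0.0733 after their group means were taken out (12 pairs, 0 of them over 0.1), so the block removes degrees of freedom and says nothing about how firm a call is.

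With only the compared groups in the fit, 109, 9, 1 and 27 DEGs were called, with 1 between T31 and T25, 42 between P78 and T31 and 0 by limma between P78 and T25, P75 and T25, and P75 and T31. By limma 0 unigenes of ion and acid-base regulation, cell division, oxidative phosphorylation and fatty acid and glycerol metabolism were called in P78, and 0 biomineralization unigenes in P78, in T31 or in any treatment. The counts at an unadjusted p are those given next.

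With limma's unadjusted p, 9795, 5542, 4751 and 5731 unigenes passed, and then 5439, 6397, 4807, 8968, 4544 and 6214. There 16, 15, 5 and 12 ion and acid-base unigenes were up, 21, 7 and 5 cell division unigenes were down in P78, P75 and T25, 4 oxidative phosphorylation unigenes were up in P78 and 4 in P75, and 4 fatty acid and glycerol unigenes were up in P75. The biomineralization unigenes were 24, 16, 13 and 21, and 40 in any treatment.

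With the unadjusted test of the methods, 6931, 3949, 3286 and 3909 passed, and then 3074, 4057, 2725, 5965, 2607 and 4034. There 16, 15, 4 and 6 ion and acid-base unigenes were up, 25, 7 and 3 cell division unigenes were down in P78, P75 and T25, 4 oxidative phosphorylation unigenes were up in P78 and 4 in P75, and 3 fatty acid and glycerol unigenes were up in P75. The biomineralization unigenes were 19, 13, 12 and 15, and 32 in any treatment. With Benjamini-Hochberg adjustment, the same test called 24, 0, 0 and 5, with 0 between T31 and T25, P78 and T25, P75 and T25, and P75 and T31 and 1 between P78 and T31. It called 0 unigenes of ion and acid-base regulation, cell division, oxidative phosphorylation and fatty acid and glycerol metabolism in P78, and 0 biomineralization unigenes in P78, in T31 or in any treatment.

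With each array counted separately, 2286, 413, 41 and 306 DEGs were called, and then 164, 639, 14, 2136, 74 and 852. There 2 ion and acid-base unigenes were up in P75, 10 cell division unigenes down in P78, 2 oxidative phosphorylation unigenes up in P78 and 1 fatty acid and glycerol unigene up in P75, and 3, 1 and 6 biomineralization unigenes were called in P75, T25 and T31, and 15 in any treatment. The unadjusted test of the methods with each array counted separately, chosen after seeing the data, gave 6931, 6092, 3286 and 3909, and then 5511, 4057, 2725, 5965, 4733 and 6333. It gave 16, 17, 4 and 6 ion and acid-base unigenes up, 25, 9 and 3 cell division unigenes down in P78, P75 and T25, 4 and 6 oxidative phosphorylation unigenes up in P78 and P75 and 5 fatty acid and glycerol unigenes up in P75. The biomineralization unigenes were then 19, 16, 12 and 15, and 34 in any treatment.

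With 1 replicate left out in turn, the DEGs ranged from 230 to 723 in P78, 0 to 20 in P75, 0 to 20 in T25 and 35 to 119 in T31. In P78 they were 577, 230 and 253 without control replicates 1, 2 and 3, and 682, 699 and 723 without P78 replicates 1, 2 and 3. The ranges were 0 to 11 between P75 and P78, 67 to 162 between T31 and T25, 2 to 9 between P78 and T25, 266 to 800 between P78 and T31, 1 to 11 between P75 and T25 and 8 to 81 between P75 and T31. Where P75 was left with 1 sample, it was assumed to vary like the other groups. The fits without P75 replicate 1 or 2 dropped 1 of the near-identical arrays and kept both samples. Without these 2 fits, the ranges were 0 to 11 in P75 against the control, 1 to 11 between P75 and P78, 1 to 11 between P75 and T25, 8 to 47 between P75 and T31 and 2 to 9 biomineralization unigenes in any treatment. In P78, 0 to 2 ion and acid-base unigenes were up, 0 to 4 cell division unigenes down, 0 to 1 oxidative phosphorylation unigenes up and 0 to 1 fatty acid and glycerol unigenes up. The biomineralization unigenes ranged from 2 to 7 in P78, 0 to 1 in T31 and 2 to 10 in any treatment.

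With 1 replicate left out, the log2 fold change of CHS in T25 ranged from −0.55 to 0.59, that of NAC from −3.31 to 0.84 in P78 and from −2.28 to 0.42 in T31, that of CA in T31 from −0.82 to 0.08, that of CA12 in P75 from −1.43 to 0.68 and that of ALP in T31 from −0.47 to 0.02. It was above 0 for CHS without control replicate 2 (0.12) and T25 replicate 3 (0.59), and for NAC in P78 without control replicate 3 (0.21) and P78 replicate 2 (0.84). It was above 0 for NAC in T31 without control replicate 3 (0.42) and T31 replicate 1 (0.14), for CA without control replicate 3 (0.08), for CA12 without P75 replicate 3 (0.68) and for ALP without T31 replicate 2 (0.02).

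For the correlation with RT-qPCR in P75, Spearman's rho was 0.684. The grouping of arrays over the called unigenes kept its direction under each alternative run, with differences of 0.0229 over all probes, 0.148 with normexp and 0.207 over probes well above background on all arrays. Over the unigenes called by the unadjusted test of the methods with the near-identical pair merged, chosen after seeing the data, it was 0.0796. Signal over background limits what the arrays show, since 63.2% to 89.5% of the probes of an array were well above background, and only bounds are given where no array of a group was.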

Differences from the paper's values

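The unadjusted test with each array counted separately and the comparison with arrays of the other label were tests chosen only after the result was seen.

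Counts, shares and R2 were taken to differ where one was more than 1.5 times the other. Folds were taken to differ where the signs differed or the log2 values lay further apart than the larger SD between replicates, or by more than a factor of 1.5 where only some arrays of a group were well above background. A bound was taken to differ at another sign or at over 1.5 times the paper's fold.

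The paper's numbers of DEGs are 5862 in P78, 6555 in P75, 3181 in T25 and 3730 in T31, and 1411, 17, 2 and 141 were called here. As shares of the probes, the paper's values are 10.01%, 11.19%, 5.43% and 6.49%, and those here were 2.41%, 0.029%, 0.00341% and 0.241%. Of the 19 alternatives set before the data were examined, the t-test of the methods without adjustment brought P78 (6931), T25 (3286) and T31 (3909) within a factor of 1.5 of the paper's numbers, and limma without adjustment did so for P75 (5542) and T25 (4751). None of the others did. The paper's methods name the t-test with Benjamini-Hochberg adjustment, and this alternative gave 24, 0, 0 and 5. The t-test without adjustment and with each array counted separately, chosen after seeing the values, did so in all 4 treatments, with 6931, 6092, 3286 and 3909.

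The paper's R2 between arrays and RT-qPCR is 0.9429 in P78 and 0.8885 in P75, and 0.461 and 0.255 were found here. In P78, Spearman's rho, with a square of 0.665, was the only 1 of 5 alternatives within this tolerance, and in P75 none of the 5 was. Set against the arrays labelled P78, a comparison chosen after seeing the values, the paper's RT-qPCR values under P75 gave an R2 of 0.766, whereas those under P78 gave 0.00389 against the arrays labelled P75. For the latter, 11 of 14 signs were the same. Nacrein, with an array fold of −15.17 in the paper, was 15.2 on those arrays, and its weight in the 0.00389 was not tested. The share of biomineralization-related unigenes changed in at least 1 treatment is 80.39% in the paper and was 18% here. Of the alternatives set before the data were examined, the unadjusted t-test (32 of 50 unigenes) and limma without adjustment (40 of 50) came within this tolerance. So did limma with the adjustment over the listed unigenes alone (30 of 50). The unadjusted t-test with each array counted separately, chosen after seeing the values, also did (34 of 50).

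Of 60 tabulated fold changes of named unigenes, 17 differed. They are given as signed folds, negative for a fall, with the paper's value first. NCKX1 Unigene4926 in P75 is 4.01 in the paper and was 1.85 here, RFC Unigene50928 in P75 is −4.25 in the paper and was −1.53, and NP58 Unigene22965 in P75 is −3.57 in the paper and was −1.79. V-ATPase Unigene55675 in P75 is 3.01 in the paper and was 2.5, and came within this tolerance with the median shift, with the slide or the replicate number as a term, without control replicate 2 and without P75 replicate 1, which keeps both P75 samples. K6PF Unigene56321 is −3.98 in P78 and −7.93 in P75 in the paper, and was −7.93 and −3.73 here, and the P78 value came within this tolerance without P78 replicate 1. ODH Unigene8927 is 5.05 in P78 and −2.4 in P75 in the paper, and was −2.4 and −5.13. TYR Unigene38419 in P75 is −7.04 in the paper and was −1.54, CHS Unigene1622 in P78 is −19.52 in the paper and was −7.01, and CA Unigene58009 in P75 is −27.34 in the paper and was −11.8. NKA Unigene45960 in P78 is 2.51 in the paper and was 1.28. NAC Unigene54944 in P78 is −15.17 in the paper and was −1.97. ALP Unigene32248 is −2.25 in P78 and −2.18 in T31 in the paper, and was −3.26 and −1.19, and the P78 value came within this tolerance with the median shift, without control replicate 3 and without P78 replicate 2. CYP450 Unigene21282 in T25 is 3.48 in the paper and was −3.48. TYRL2 Unigene7580 in T31 is 2.1 in the paper and was −3.51, a bound. Apart from the settings named, none of the 19 alternatives set before the data were examined came within this tolerance.

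Set against the arrays of the other label with each array counted separately, a comparison chosen after seeing the values, the paper's folds under P78 for K6PF, CHS and NKA, and those under P75 for NCKX1, RFC, NP58, V-ATPase Unigene55675, K6PF, ODH, TYR and CA, matched within 0.1 on the log2 scale. The paper's ODH and NAC folds under P78 matched the arrays labelled P75 in size with the opposite sign.

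Some stated directions also differed. For the tricarboxylic acid cycle, which the paper states is activated in P78, all 4 listed unigenes lay below 0 in P78 (3 of 4 with normexp). The paper's results list SLC26A among the carriers raised under elevated CO_2_ and its discussion gives it as lowered, and the 3 SLC26A unigenes lay below 0 in P78 and P75. For complex I, stated as raised in P78, 1 of 3 unigenes lay above 0. Nacrein, stated as reduced, lay below 0 in P78, T25 and T31 and was 4.05 above the control in P75 (adjusted p = 0.532, limma). For AC and PKA, stated as raised in P78 and not in P75, the log2 fold changes were 0.45 and 0.36 in P78 and 1.33 and 1.21 in P75, but P75 and P78 did not differ in them by limma (adjusted p = 0.742 and 0.574). The paper's values under P78, 1.37 and 1.28 on the log2 scale, matched the arrays labelled P75 with each array counted separately (1.37 and 1.27). An exchange of labels could therefore account for this difference.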

Other observations

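The tests of exchanged labels, of the near-identical pair and of the shared controls, and the grouping over unigenes called by the test of the methods and over all probes with the pair merged, and the shuffles with the pair merged, were chosen only after the result was seen.

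Fold changes tabulated under P78 and P75 matched arrays of the other label. Of the 66 values under P78, 60 matched the arrays labelled pH 7.5 within 0.1 on the log2 scale and 8 those labelled pH 7.8, and of the 90 under P75, 84 matched the arrays labelled pH 7.8 and 9 those labelled pH 7.5. A candidate explanation is an exchange of the labels between the tables and the samples, in either place, and the tables cannot tell in which. The files of the arrays labelled pH 7.8 are marked P72, which names neither treatment, so their marks do not settle it. The matches of T25 (34 of 35) and T31 (29 of 34) with their own arrays argue against a general disorder of the columns. No biological explanation was tested.

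A pair of P75 arrays differed by an SD of 0.5153 on the log2 scale, where the other replicate pairs differed by at least 1.22. Sharing a slide does not account for this, since the 6 other replicate pairs on 1 slide had correlations of 0.8821 to 0.9077. That both arrays may carry 1 RNA pool is in line with the SD of 0.5153 and stays open, as technical replicates of other pools were not among the arrays.

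The grouping of arrays over the called unigenes is partly fixed by the choice of these unigenes. In 100 shuffles of the labels with unigenes chosen anew at an unadjusted p, the difference between the within-group and the between-group correlation reached at most 0.0742, with a median of 0.0574. With unigenes chosen in the same way, the real labels gave 0.0802, larger than in all 100 shuffles. With the near-identical pair merged, they gave 0.0796, and 3 of 100 shuffles were as large, with a median of 0.0637 and at most 0.0844. This argues against the choice of unigenes as the whole source, although shuffled labels also reach most of the size.

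The lower number of DEGs in P75 than in P78 was tested against its smaller number of samples. With 1 P78 replicate left out, so that P78 also had 2, at least 682 DEGs were called in P78, against 17 in P75, which argues against the number of samples as the whole source. By limma 0 unigenes differed between P75 and P78 themselves, with 5439 at its unadjusted p and 3074 by the unadjusted test of the methods. Other settings called some, with 5 by quantile normalization, 9 with the filter on dim probes, 17 with normexp, 164 with each array counted separately and 1 to 11 with 1 sample left out, so whether these groups differ depends on the setting.

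Fold changes of the treatments went together, in part because all were taken against the same controls. With separate control arrays for the treatments of a pair, over 6 ways of dividing them, the correlation across 58071 probes was at least 0.199 between P78 and P75 and at least 0.179 between P78 and T25, which argues against the shared controls as the whole source in these pairs. It was as low as 0.0604 between P78 and T31, 0.0512 between P75 and T25 and 0.00139 between P75 and T31. The means over the 6 ways were 0.163, 0.151 and 0.122 in these pairs, and the highest values 0.257, 0.252 and 0.193. There the shared controls and a common response cannot be told apart because the lowest values are near 0. With the same controls for both, the correlation was 0.501 between P75 and T25, where 50 simulations without any response gave at most 0.458. This argues for a common part in that pair, but the simulations assumed independent errors and do not exclude the shared controls. It was 0.465 between P78 and T31 and 0.434 between P75 and T31, below the simulated means of 0.499 and 0.447. Between T25 and T31 the correlation with separate control arrays was as low as −0.0052 (mean 0.0923, highest 0.185), and the shared controls may be the source. With the same controls it was 0.445 in that pair, below the simulated mean of 0.499. Genes are not independent replicates, and with 3 control arrays 1 array often stood alone on a side.

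For the counts of DEGs, other splits of the same 6 arrays were counted. In P78 against the control, 1 of 10 splits gave as many calls, the real one, and the others gave at most 6. It was 1 of 10 for T31 against the control (at most 9 in the others), T31 against T25 (at most 4) and P78 against T31 (at most 2). For T25 against the control 5 of 10 splits gave as many, and for P78 against T25 it was 4 of 10. This test over splits cannot exclude chance for any of them whatever the counts, as 10 splits give no share under 0.1. On the simulated data the fit gave 7 false calls for P78 and 7 for T31 against the control, where 1411 and 141 were called. For these counts, that argues against errors like the simulated ones as the whole source. For T25 against the control it gave 6, more than the 2 called.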
